# The nucleoid as a scaffold for the assembly of bacterial signaling complexes

**DOI:** 10.1371/journal.pgen.1007103

**Published:** 2017-11-21

**Authors:** Audrey Moine, Leon Espinosa, Eugenie Martineau, Mutum Yaikhomba, P. J. Jazleena, Deborah Byrne, Emanuele G. Biondi, Eugenio Notomista, Matteo Brilli, Virginie Molle, Pananghat Gayathri, Tâm Mignot, Emilia M. F. Mauriello

## Abstract

The FrzCD chemoreceptor from the gliding bacterium *Myxococcus xanthus* forms cytoplasmic clusters that occupy a large central region of the cell body also occupied by the nucleoid. In this work, we show that FrzCD directly binds to the nucleoid with its N-terminal positively charged tail and recruits active signaling complexes at this location. The FrzCD binding to the nucleoid occur in a DNA-sequence independent manner and leads to the formation of multiple distributed clusters that explore constrained areas. This organization might be required for cooperative interactions between clustered receptors as observed in membrane-bound chemosensory arrays.

## Author summary

In this work, we show that the cytoplasmic chemoreceptor of the Frz chemosensory system, FrzCD, does not bind the cytoplasmic membrane like most MCPs but bind the bacterial nucleoid directly, thus forming distributed protein clusters also containing the FrzE kinase. *In vitro* and *in vivo* experiments show that DNA-binding is not sequence-specific and is mediated by a basic aminoacid sequence of the FrzCD N-terminal domain. The deletion of this motif abolishes FrzCD DNA-binding and cooperativity in the response to signals. This work shows the importance of the nucleoid in the organization and functioning of cytoplasmic signaling systems in bacteria.

## Introduction

The bacterial cytoplasm is not a homogeneous solution of macromolecules, but rather a highly organized and compartmentalized space where the clustering and segregation of macromolecular complexes at certain cell regions confers functional efficiency [1]. Bacterial chemoreceptors represent a versatile model system to study the subcellular localization of macromolecules, as they are present in many prokaryotes where they form highly ordered arrays that occupy different positions in cells. Chemoreceptors, also called Methyl-accepting Chemotaxis Proteins (MCP), are capable of transducing external signals to downstream signaling pathways where phospho-cascades, initiating at the level of histine kinases CheAs and culminating at the level of output response regulators CheYs, translate the initial signal into cell behaviors such as regulation of motility, cell development or aggregation [2–4]. A common feature of the MCPs is their ability to form highly ordered hexagonal structures, which, by cryoelectron tomography, look like lattices with each unit composed of an MCP trimer of dimers, two CheW docking proteins and one CheA dimer [5–8]. Receptor clustering is not strictly required for signal transduction, as one functional unit is enough to generate phosphorylated CheY [6,9–11]. However, MCP clustering is essential to ensure the amplification of the initial signal, which is a direct consequence of the cooperative interactions between clustered chemoreceptors [11–15].

While the MCP lattices have been described for all studied prokaryotic chemoreceptors [16] their subcellular localization and distribution can vary among species, often reflecting life style complexity, behaviors and functions. For example, *Escherichia coli* MCPs localize in one or two polar clusters and more lateral clusters appear as cells become longer [17]. Differently, the TlpT cytoplasmic chemoreceptor from *Rhodobacter sphaeroides* forms a cluster positioned at the center of cells or two clusters positioned at the two and three cell quarters [18]. The determinants of these different localization patterns also vary. In *E*. *coli*, membrane-anchored MCPs form clusters stochastically and through a self-assembly mechanism [17]. The TlpA *Bacillus subtilis* polar chemoreceptor recognizes and associates with strongly curved membrane regions generated during cell septation. These regions become the new poles after cell division, which explains the TlpA polar localization [19]. While in *E*. *coli* and *B*. *subtilis* the polar targeting of bacterial chemoreceptors is due to intrinsic properties of these proteins, in *Vibrio* species the Che proteins are recruited to the cell poles by a set of specialized proteins responsible of the general maturation of these cell regions [20,21]. The presence of CheWs and CheAs also seem to be universally important in chemoreceptor cluster formation [22,23].

*Myxococcus xanthus* is a gliding bacterium that uses the Frz chemosensory system to modulate the frequency at which cells periodically reverse the direction of their movement on solid surfaces to reorient in the environment, analogously to controlled tumbles in *E*. *coli* [24]. The Frz regulation of directionality in *M*. *xanthus* is essential to achieve fruiting body formation, a behavior that bacteria initiate when they are exposed to unfavorable growth conditions. In the Frz pathway, the FrzCD chemoreceptor activates the autophosphorylation of a CheA-CheY fusion, FrzE, which in turn phosphorylates the response regulator FrzZ [25]. The system also possesses two CheW homologues (FrzA and FrzB), a methyltransferase (FrzF) and methylesterase (FrzG). The chemoreceptor of the Frz pathway, FrzCD, lacks the transmembrane and periplasmic domains, which are replaced by a N-terminal domain of unknown function [26]. When FrzCD was first localized in cells, it appeared organized in multiple dynamic cytoplasm clusters that aligned when cells made side-to-side contacts, which has been proposed to be part of a signaling process that synchronizes cell reversals [27]. However, the determinants of FrzCD localization and its exact link with the regulation of the cell reversal are still unclear.

In this work, we show that FrzCD forms cytoplasmic signaling clusters by directly binding to the nucleoid. This binding, is not absolutely required for signaling but it supports a cooperative dose-dependent response to external signals as detected in single cell assays. Thus, analogously to membrane chemotaxis clusters in *E*. *coli*, nucleoid binding could support the formation of chemosensory-like arrays with signal amplification properties.

## Results

### The Frz chemosensory system co-localizes with the nucleoid of different bacterial species

Fluorescence microscopy has shown that a FrzCD-GFP fusion appears as multiple distributed clusters co-localizing with the nucleoid in *M*. *xanthus* cells (Fig 1A–1D and S1 Fig) [27–29]. It has been also shown that an inducible FrzE-YFP fusion colocalizes with FrzCD at the nucleoid [29]. To further analyze the co-localization of FrzCD and FrzE with the nucleoid, we first constructed a strain expressing a *frzE-mcherry* fusion that replaced the *frzE* locus and is, thus, expressed under its endogenous promoter. The chimeric protein was functional (S2 Fig) and formed clusters very similar to that of FrzCD and also co-localizing with the *M*. *xanthus* nucleoid (Fig 1A–1D and S1 Fig).

**Fig 1:**
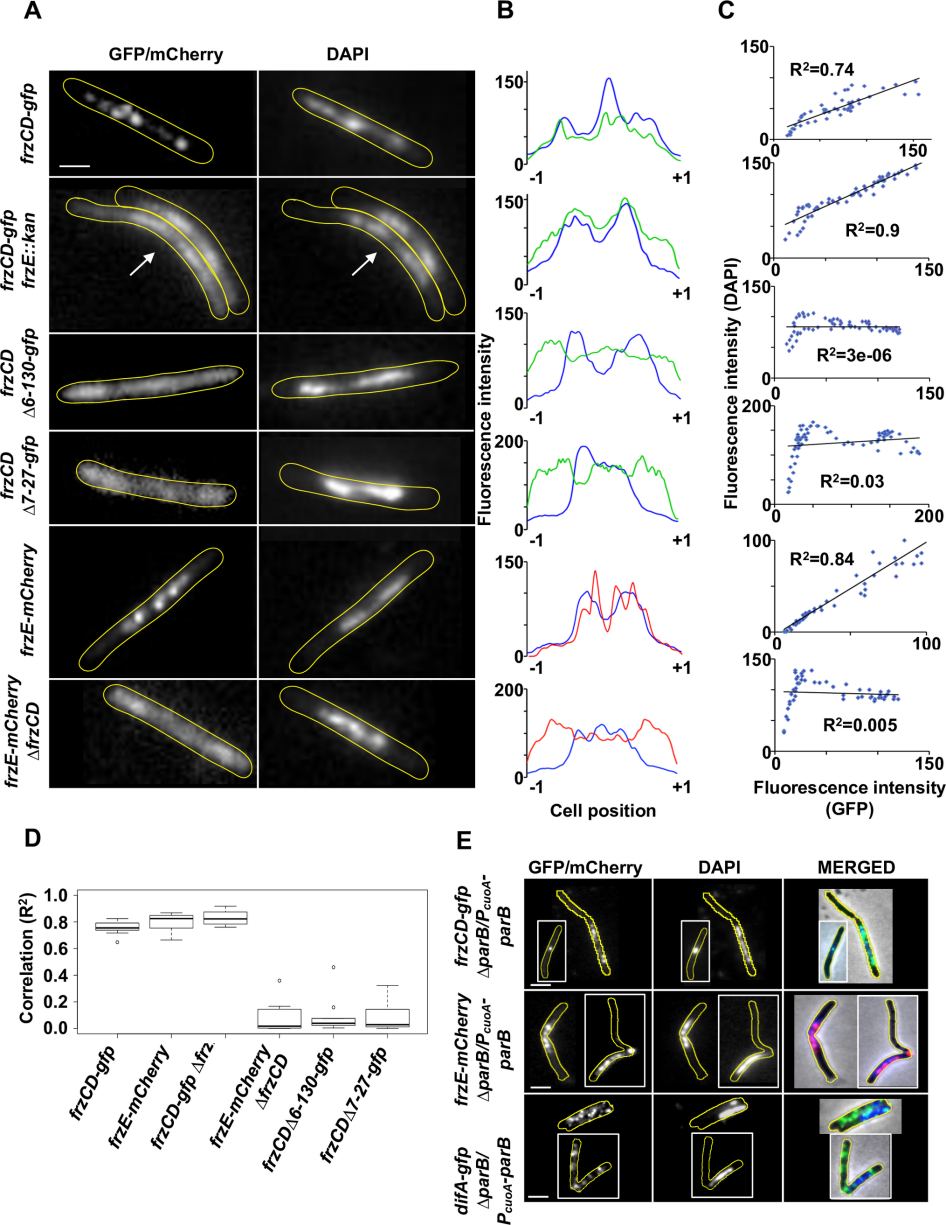
FrzCD-GFP colocalizes with the nucleoid in *M*. *xanthus*. **(A)** Micrographs of *M*. *xanthus* cells carrying a GFP or a mCherry fusion and stained with the DNA DAPI stain. The genetic backgrounds of the *M*. *xanthus* strains are indicated on the left. The white arrow indicates the cell whose fluorescence profiles and correlation coefficients between the DAPI and GFP localization are shown in (B) and (C), respectively. Scale bars correspond to 1μm. **(B)** GFP or mCherry (green or red) and DAPI fluorescence (blue) profiles with the fluorescence intensity (arbitrary units) represented on the *y* axis and the cell length positions with -1 and +1 indicating the poles, on the *x* axis. **(C)** Correlation coefficients between the DAPI and GFP or mCherry localization. R^2^ values > 0,5 indicate significant correlations. **(D)** Box plots indicate the medians of the correlation coefficients (R^2^) from 10 cells (from one biological replicate) of each of the indicated strains. **(E)** Micrographs of a *M*. *xanthus parB* conditional mutant carrying *frzCD-gfp* or *frzE-mCherry* and DAPI stained. Micrographs were obtained upon 18h depletion of ParB. The genetic backgrounds of the *M*. *xanthus* strains are indicated on the left. Scale bars correspond to 1μm.

To directly show that the nucleoid supports Frz protein localization, we constructed a *M*. *xanthus* conditional mutant that lacked ParB, a protein important for nucleoid segregation whose absence causes the presence of anucleated cells, cells with abnormal nucleoid condensation and cells where the division septum is improperly positioned over the nucleoid (“guillotines”) [30,31]. When *frzCD-gfp* and *frzE-mCherry* were expressed in the *parB* mutant, we observed that both FrzCD and FrzE clusters always co-localized with the nucleoid and cells lacking the nucleoid also lacked Frz clusters. Similarly, in cells with “guillotines”, septa formed in regions occupied by both the nucleoid and Frz clusters instead than in DNA-free regions (Fig 1E).

As a control, we looked at the cellular localization of another chemoreceptor fusion, DifA-GFP, in the absence of *parB*. DifA has been recently shown to form membrane bound and uniformly distributed clusters [28]. In the absence of *parB*, even cells without nucleoid still carried DifA-GFP clusters and these clusters localized similar to the wild type [28] (Fig 1E). These results confirmed that nucleoid-mediated cluster formation is a specific feature of Frz proteins.

To test if FrzCD and FrzE were capable of associating with the nucleoid independently of each other, we expressed *frzE-mcherry* in a strain lacking *frzCD* and *frzCD-gfp* in a strain lacking *frzE* (Mauriello et al., 2009 and this study). As previously shown, in the absence of FrzCD, FrzE-mCherry was homogeneously dispersed in the cytoplasm, and notably also in the polar regions (Fig 1A and 1B and S1 Fig) [27,29]. Here we additionally showed that in the absence of *frzE*, FrzCD lost its typical punctate pattern, but the fluorescent signal was still retained towards the center of the cell body and strictly co-localized with the nucleoid (Fig 1A–1D and S1 Fig). The aberrant localization patterns observed in the deletion mutants were not due to a change in protein levels (S3 Fig). Thus, this result confirms that both FrzCD and FrzE are important for cluster formation, whereas FrzCD is responsible for the recruitment of FrzE to the nucleoid.

To check whether the association between FrzCD and the nucleoid was *M*. *xanthus-*specific, we constructed an *E*. *coli* strain expressing *frzCD-gfp* from a plasmid and under the control of an IPTG inducible promoter. Under these conditions, FrzCD also co-localized with the nucleoid and this co-localization was particularly evident in elongated undivided cephalexin- treated cells containing multiple segregated nucleoids (Fig 2A–2D).

**Fig 2:**
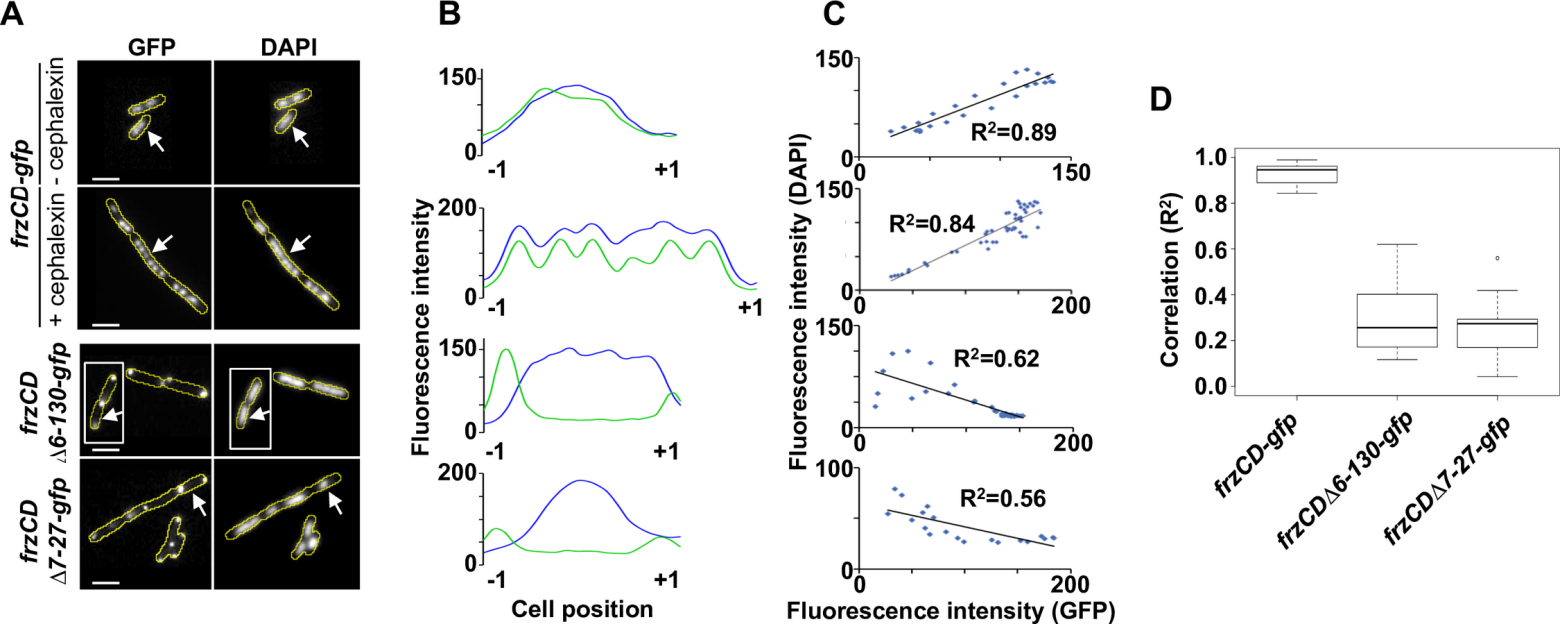
FrzCD-GFP colocalizes with the nucleoid in *E*. *coli*. **(A)** Micrographs of *E*.*coli* cells carrying a GFP fusion on a plasmid and stained with the DNA DAPI stain. The genetic fusions are indicated on the left. Cells carrying *frzCD-gfp* were also treated with 10μg/ml cephalexin to visualize FrzCD-GFP colocalization with the multiple nucleoids of undivided cells. The white arrows indicate the cells whose fluorescence profiles are shown in (B). Cells surrounded by white boxes are taken from separate original micrographs. Scale bars correspond to 1μm. **(B)** GFP (green) and DAPI fluorescence (blue) profiles with the fluorescence intensity (arbitrary units) represented on the *y* axis and the cell length positions with -1 and +1 indicating the poles, on the *x* axis. **(C)** Correlation coefficients between the DAPI and GFP localization. R^2^ values > 0,5 indicate significant correlations. **(D)** Box plots indicate the medians of the correlation coefficients (R^2^) from 10 cells (from one biological replicate) of each of the indicated strains.

These observations suggest that FrzCD can associate with the chromosomes of different bacterial species, either directly or by the aid of a docking factor common to *M*. *xanthus* and *E*. *coli*.

### FrzCD directly binds to the DNA

The possibility that FrzCD interacted with the nucleoid was puzzling especially considering that the direct binding between a chemoreceptor and the DNA has not been reported prior to this study. To explore this possibility, we generated a 6His-tagged FrzCD version, purified it from *E*. *coli* and tested its ability to form complexes with DNA. FrzCD binds directly to DNA because its presence altered DNA mobility on agarose gels (Fig 3A). Binding did not require extended DNA fragments because it was also observed with oligomers of DNA as small as 69 bp (S4 Fig). Moreover, FrzCD DNA-binding did not seem to depend on the DNA sequence nor on its GC content (S4 Fig) as anticipated by the *in vivo* results showing that FrzCD is distributed all over the nucleoid in the absence of FrzE (Fig 1A and 1B).

**Fig 3:**
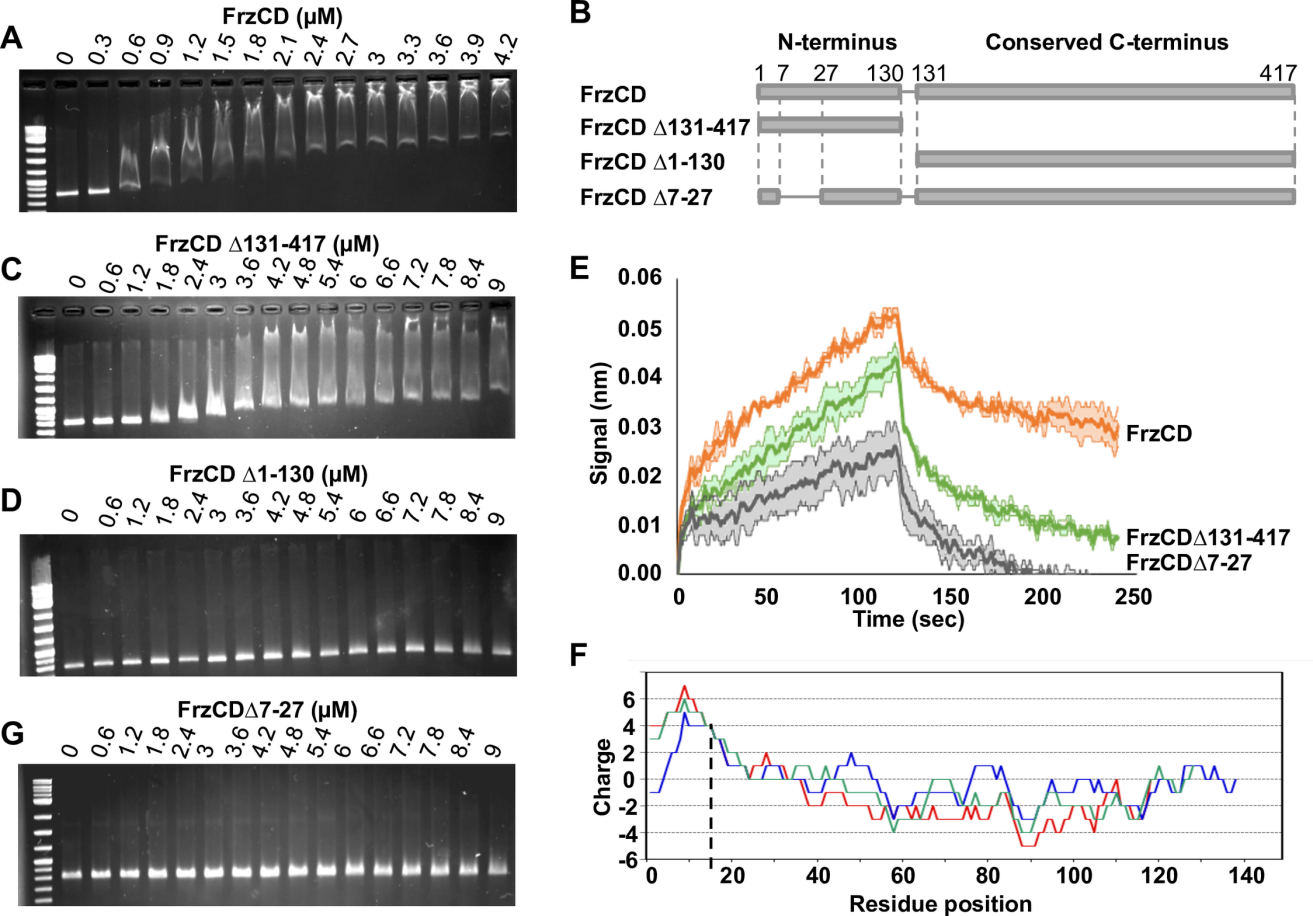
FrzCD directly interacts with the DNA *in vitro*. **(A)** Electrophoretic mobility shift assays (EMSA) on 1% agarose gels stained with ethidium bromide and developed at the UV light. The indicated concentrations of purified 6His-FrzCD were incubated with a 801 bp DNA fragment. **(B)** Schematic representation of the FrzCD protein domains. **(C-D)** The indicated increasing concentrations of 6His-FrzCD^Δ131–417^ (C) and 6His- FrzCD^Δ1–130^ (D) were used in EMSA assays with a 801 bp DNA fragment. **(E)** Average binding curves and duplicates in degraded colors of each immobilized FrzCD construct 6His- FrzCD, 6His- FrzCD^Δ131–417^ or 6His- FrzCD^Δ7–27^, with a 474 bp DNA fragment at a concentration of 38nM. **(F)** “Sliding window” representation indicating the protein charge of the first FrzCD N-terminal region at the different positions and obtained with 10, 20 and 30 residue windows (blu, green and red, respectively). **(G)** Increasing concentrations of 6His-FrzCD^Δ7–27^ were used in EMSA assays. On the first lane of each gel, 500 ng of the 2-Log DNA ladder (0.1–10 kb, NEB) have been loaded. Data in panel (A, C, D, and G) are representative of three independent experiments.

The shift pattern depended on the FrzCD concentration (Fig 3A). More specifically, the shift of DNA fragments gradually increased as the FrzCD concentration was increased (Fig 3A and S4 Fig). Such migration profiles have been previously described for proteins that can nucleate on DNA molecules in a non -specific manner, i.e. some Type Ib ParA-like proteins [32,33]. However, to exclude that such profiles were due to the formation of FrzCD unfolded aggregates, we checked the oligomerization state of our purified 6His-FrzCD. As expected for an MCP, FrzCD forms a homogenous dimer in solution, corresponding to a molecular weight of ~ 90 kDa (S4 Fig). Last, 6His-FrzCD activated the autophosphorylation of the FrzE kinase *in vitro*, proving that it is functional (S4 Fig).

While FrzCD does not appear to bind specific DNA motifs in vitro, it could bind to specific sites *in vivo* (perhaps with the help of additional factors), explaining the formation of clusters. To test this possibility, we performed chromatin-immunoprecipitation (ChIP) experiments using the *frzCD-gfp* strain and polyclonal GFP antibodies. 

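The sequenced material consisted of 1 library from the *frzCD-gfp* strain and 1 library from the *parB-yfp* strain, both immunoprecipitated with the same polyclonal GFP antibodies from cross-linked, mid-log phase cells. ParB is the protein that binds the *parS* sites near the origin of replication and spreads from them along the DNA, and FrzCD is the cytosolic receptor of the Frz chemosensory system. With 1 library per strain there is no replicate error, so no test between strains was made. Intervals given with values cover counting error or variation along the chromosome only, and no step to remove PCR copies was applied here. The authors trimmed and aligned the reads (cutadapt and Bowtie are named in the submitters' processing notes, without versions) and deposited, for each position of the chromosome, the number of reads that cover it. The genome build is not given in the sources used here. The ParB-YFP library held 2399640 reads, with a mean coverage of 22.8 reads per position, and the FrzCD-GFP library held 1383034 reads, with a mean coverage of 7.65. Reads were longer in the ParB-YFP library. The sample titles hold the word Paired for ParB-YFP and Single for FrzCD-GFP, so the sequencing layout may differ between the libraries too. Apart from the peak of ParB-YFP at *parS*, the paper's positive control, differences between the libraries were not separated from an effect of read length or layout. The deposited coverage was not scaled to these totals. It was therefore averaged in 9139 bins of 1 kb, and each bin was divided by the median bin of its own library, which was covered by 15.0 reads for ParB-YFP and 7.10 reads for FrzCD-GFP. This ratio is called relative coverage. It is centred within each library, so a protein that covered the whole chromosome evenly and a precipitation with no specific DNA would both have a relative coverage near 1, and an input or untagged control was not used here. Gene names come from the RefSeq annotation of assembly ASM1268v1 (strain DK1622), placed on the deposited positions after a check that its rRNA genes fall on the positions without reads. The sample labels give DK1622 as the background of both strains, while the paper's strain table lists the *frzCD-gfp* strain as DZ4620 and names DZ2 as wild type.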

As expected, FrzCD-GFP but not a FrzCD variant that cannot bind DNA (see below) was able to co-immunoprepicipate significant amounts of DNA. Deep-sequence (ChIP-Seq) [34] of the immunoprecipitated DNA revealed no enrichment in the pool of DNA fragments obtained with the ChIP meaning that FrzCD-GFP can bind any DNA sequence from the *M*. *xanthus* genome (S5 Fig; the ChipSeq results have also been deposited on GEO (https://www.ncbi.nlm.nih.gov/geo/, accession number GSE102724)). 

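In the FrzCD-GFP library, reads covered 98.2% of the chromosome and 90.1% of the 1-kb bins lay between 0.5 and 2 times the median. Relative coverage reached 3 or more in 50 of the 9139 bins, in 20 separate stretches, and 5 or more in 1 bin. The longest of these stretches, 16 kb from 3855001 to 3871000, held the main ribosomal protein operon with genes such as *rplD*, *rplN*, *rpsM* and *secY*, and rose to 4.48 times the median. Other stretches held *rplK*, *rplA*, *rplJ*, *rplL* and *rpoB* (up to 3.53), *nuoL*, *nuoK* and *nuoF* of the respiratory NADH dehydrogenase (up to 3.35), *nrfD* and *coxB* (up to 3.59) and *pdhA* of pyruvate dehydrogenase (up to 3.40). The single bin above 5, from 164001 to 165000, reached 11.6 and owed this to a site of 108 bp. Among the gene groups, the 54 ribosomal protein genes had a median relative coverage of 2.83 (95% interval of the median over genes 1.83 to 3.40), with 33 genes at 2 or more. *rpsM* was highest at 4.41 and *rpsU* lowest at 0.826. The median of the group was at percentile 100 among the medians of 10000 random gene lists of the same size, matched on distance from *dnaA*. These lists and the interval treat genes as independent, while neighbouring genes share coverage and the 54 genes form 26 runs of neighbours. With 1 value per run, a choice made after the values were seen, the median was 1.77. Moved as a whole along the gene order, the list had a median as high as 2.83 at 1 of 7350 other positions, that of a move by 1 gene. The 5 RNA polymerase genes found by symbol had a median of 1.84 (percentile 99.8 among matched lists, 99.4 among moved ones). *rpoD* was at 1.13 and *rpoN* at 1.48, against 2.84 at *rpoC* and 2.95 at *rpoB*, and *rpoA* was not among the 5. The 7 gliding motility genes, which include *mglA*, *mglB*, *romR* and *gltC*, had a median of 1.74 (percentile 99.9; 98.7 among moved lists), or 1.61 with *gltB*, which was left out after a first look at the values, from 0.948 at *romR* to 2.17 at *gltG*. The 62 measured tRNA genes had a median of 1.21 (percentile 95.3; 99.2 with unmatched lists, 90.2 with moved ones). The type IV pilus genes (median 1.38 over 5 genes, *pilA* highest at 1.96), the chromosome organization genes (median 1.26 over 6 genes, from *gyrA* at 1.01 to *topA* at 1.61) and the 3 *cheB* genes of chemosensory systems (median 0.848) lay at percentiles 92.4, 81.7 and 34.2. Positions without reads made up 1.75% of the chromosome, and the 5 longest runs of them, up to 3101 bp, lay on rRNA genes and on *istA* and *istB*, genes of an insertion sequence. Most copies of such repeated genes were empty in both libraries, and 10 of the 12 rRNA genes and 9 of 12 mobile element genes were not measured. The coefficient of variation of the bins was 0.445 (95% interval 0.402 to 0.485 from resampled 100-kb segments), and the variance of reads per bin was 30.0 times the mean (24.3 to 35.9), where reads placed at random gave a ratio of 0.989. The number of bins at 3 times the median or more was 24 when each bin was divided by the running median of the 100 kb on each side.

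**Figure D1:**
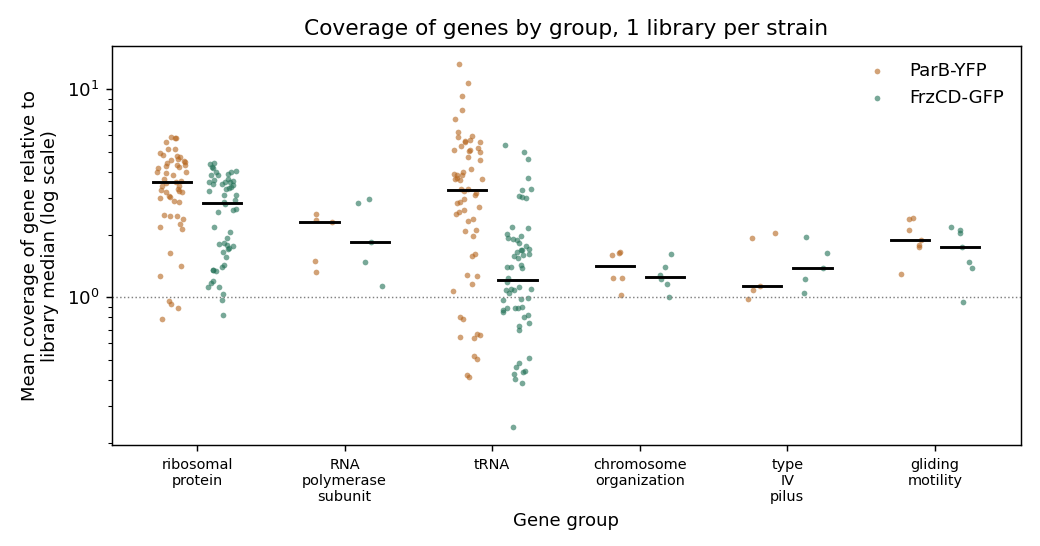
Mean coverage of each measured gene relative to the median 1-kb bin of its library (log scale), by gene group, in the ParB-YFP and FrzCD-GFP libraries. Each point is 1 gene, black lines are group medians and the dotted line marks a relative coverage of 1; 1 tRNA gene without FrzCD-GFP reads is not drawn. In FrzCD-GFP the ribosomal protein genes have a median of 2.83 and the chromosome organization genes one of 1.26.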

As a positive control we used a *parB-yfp* strain [30]. In this case, as expected, the nucleoid region corresponding to positions 9,109 to 9,110 Kb and containing *parS* [30] was highly represented in the DNA pool obtained with ParB-YFP (S5 Fig). 

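In the ParB-YFP library, the 1-kb bin from 9,109 to 9,110 kb was the highest of the chromosome. It was covered by 9368 reads on average, 625 times the median bin (95% exact Poisson interval 621 to 629, from 107656 reads). The interval takes reads as independent and would be too narrow if mates of a pair were counted separately. The same bin in the FrzCD-GFP library was covered by 13.1 reads on average, 1.85 times the median (1.63 to 2.09, from 260 reads). It ranked 531 of 9139 in that library, where 529 bins more than 50 kb away were at least as high. The fold at this region was thus 338 times larger with ParB-YFP than with FrzCD-GFP, a distance far beyond the counting error of either value. The size of this distance depended on the measure. With ParB-YFP and FrzCD-GFP the fold was 410 and 1.72 on the mean of all bins and 320 and 1.47 over a 10-kb window. At the highest single position of the region it was 732 and 3.38.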

We conclude that FrzCD binds DNA in a non-sequence-specific manner to recruit FrzE and thus form clusters containing Frz signaling complexes.

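Away from *parS*, both libraries rose and fell along the chromosome together. Across the 9038 bins more than 50 kb from the highest ParB-YFP bin, relative coverage had a Spearman correlation of 0.820 between the libraries (95% interval 0.786 to 0.850 from resampled 100-kb segments; bins are not independent replicates). Of the 50 FrzCD-GFP bins at 3 times the median or more, 49 had a relative coverage of at least 2 with ParB-YFP. The ratio of FrzCD-GFP to ParB-YFP relative coverage lay between 0.5 and 2 in 98.2% of the 9018 of these bins with ParB-YFP reads, and reached 3 in 8 bins. Of those bins, 7 lie between 4340001 and 4348000, around *mxcK* and *mxcG*, genes of the siderophore myxochelin, which are named after their values were seen. No ribosomal protein gene had a ratio of 2 or more, and the median ratio of this group was 0.782. It was 1.11 for the RNA polymerase genes, 0.929 for the gliding motility genes, 0.895 for the chromosome organization genes and 1.07 for the type IV pilus genes. The tRNA genes had a median ratio of 0.394, with a median relative coverage of 3.27 with ParB-YFP. Of their positions, 3.13% had no reads with FrzCD-GFP, against 0% with ParB-YFP. Read length and layout may differ between the libraries, so this difference cannot be assigned to the fusions. Outside the surroundings of *parS* the ParB-YFP bins had a coefficient of variation of 0.543 (0.494 to 0.591). The median of the 10% of bins nearest to *dnaA*, which lies next to the origin, over that of the 10% farthest from it was 0.900 (0.636 to 1.15) with FrzCD-GFP and 0.859 (0.663 to 1.07) with ParB-YFP, so a gradient from origin to terminus was not detectable in either. The paper takes the lack of enrichment in the FrzCD-GFP pool to mean that FrzCD-GFP can bind any sequence of the genome. Its conclusion that the binding is not sequence-specific also draws on gel shifts, in which sequence and GC content did not appear to matter. Microscopy of cells without FrzE, in which FrzCD was spread over the nucleoid, is cited for it as well. The paper further reports that a FrzCD variant unable to bind DNA did not bring down significant amounts of it.

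**Figure D2:**
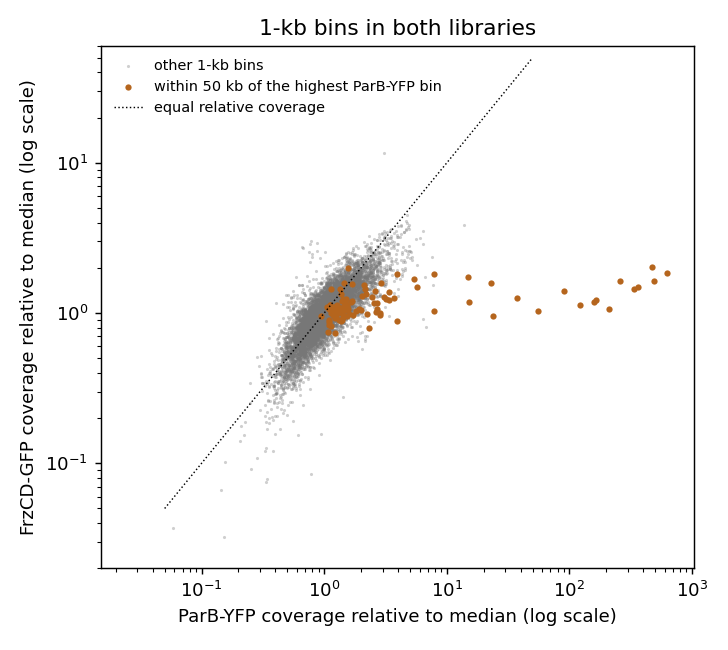
Relative coverage of 1-kb bins with ParB-YFP (horizontal, log scale) and FrzCD-GFP (vertical, log scale). Each point is 1 of 9114 bins; 25 bins without reads in one or both libraries are not drawn. Bins within 50 kb of the highest ParB-YFP bin are in brown, and the dotted line marks equal relative coverage. Brown points spread to 625 on the ParB-YFP axis while staying near 1 to 2 on the FrzCD-GFP axis.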

### The FrzCD N-terminal region is required for the FrzCD DNA binding

Beside a very conserved C-terminal methylation domain, FrzCD contains a unique 137 residue N-terminal region (Fig 3B). We then asked whether this region corresponded to the FrzCD nucleoid-binding domain and tested its ability to form complexes with the DNA in our gel shift assays. Indeed, the FrzCD N-terminal domain (FrzCD^Δ131–417^) also provoked a mobility shift of DNA fragments of different length, albeit at a lower efficiency (compare Fig 3A and 3C). On the other hand, the FrzCD C-terminal methyl-accepting domain alone (FrzCD^Δ1–130^) did not associate with any DNA fragment (Fig 3D) showing that the methylation domain does not bind DNA.

To confirm a direct interaction between FrzCD and DNA and also better compare the DNA-binding properties of FrzCD and FrzCD^Δ131–417^, we performed DNA-protein interaction experiments using Bio-Layer Interferometry (BLI), a technique previously used to study protein-protein interactions [35]. FrzCD and DNA interaction was also detected in this assay (Fig 3E). Consistent with the gel-shift experiments, binding appeared complex and could not be fitted to a 1:1 interaction model, precluding precise determination of a K_D_. Nevertheless, when we compared the DNA binding curves of FrzCD^Δ131–417^ and FrzCD, the results confirmed that FrzCD^Δ131–417^ binds the DNA at a lower efficiency than FrzCD (showing slower association and faster dissociation, Fig 3E).

By further analyzing the FrzCD N-terminal domain, we realized that it contains a positively charged peptide of approximately 30 amino acids followed by a more negative region predicted to contain alpha helices (Fig 3B and 3F, S6 Fig). By searching for homologs in the UniProtKB/SwissProt Data Base, we found that such FrzCD N-terminal basic peptide was similar to the basic tail present at the N terminus of eukaryotic histones (S6 Fig) whose deletion has been shown to substantially affect histone-DNA interactions and decrease nucleosome stability [36,37]. To test whether this sequence had a histone-tail-like function in the binding of FrzCD to DNA *in vitro*, we generated a 6His-tagged FrzCD version only lacking the basic amino acid sequence from residue 7 to 27 (FrzCD^Δ7–27^), purified it from *E*. *coli* and tested its ability to form complexes with the DNA in our gel shift assays. Remarkably, FrzCD^Δ7–27^ did not shift the migration of DNA fragments on agarose gels, similarly to FrzCD^Δ1–130^ missing the entire N-terminal domain (Fig 3D and 3G). In the BLI assay, binding of FrzCD^Δ7–27^ to DNA was still detectable, however it was severely impaired (Fig 3E). This result suggests that the positively charged motif is required for efficient DNA binding but it may not be the sole determinant.

The different DNA binding efficiencies of the four FrzCD, FrzCD^Δ1–130^, FrzCD^Δ131–417^ and FrzCD^Δ7–27^ alleles were not due to altered protein stability and folding because all recombinant proteins, except as expected FrzCD^Δ131–417^ (the signaling domain) were able to activate the autophosphorylation of the FrzE kinase *in vitro* (S4 Fig).

### The binding of FrzCD to the nucleoid is required for FrzCD cluster formation *in vivo*

To check whether the absence of the N terminus or the basic tail also affected the binding of FrzCD to DNA *in vivo*, we used *M*. *xanthus* strains expressing *frzCD*^*Δ6-130*^*-gfp* or *frzCD*^*Δ7-27*^*-gfp* at the *frzCD* locus (Mauriello *et al*., 2009 and this study). The FrzCD^Δ6-130^-GFP and FrzCD^Δ7-27^-GFP fluorescence appeared mostly diffused, also occupying the polar regions (Fig 1A–1D). The two protein fusions could only rarely form short-lived clusters that localized anywhere in the cells (not only at the central region). In all cases, the aberrant localization patterns were not due to protein stability (S3 Fig). In addition, when FrzCD^Δ6-130^-GFP and FrzCD^Δ7-27^-GFP were produced in *E*. *coli* they also lost their co-localization with the nucleoid. However, instead of looking dispersed in the cytoplasm as in *M*. *xanthus*, FrzCD^Δ6-130^-GFP and FrzCD^Δ7-27^-GFP were confined at one cell pole in *E*. *coli*. It is likely that FrzCD^Δ6-130^-GFP and FrzCD^Δ7-27^-GFP formed aggregates targeted to the poles due to the absence of the nucleoid anchor (Fig 2).

### FrzCD cluster dynamics and organization

To understand how FrzCD clusters are formed along the nucleoid, we analyzed the cluster dynamics at high temporal resolution. Contrarily to previous assumptions based on lower resolution analysis [27], these results show that FrzCD clusters dynamics are limited to constrained areas of the nucleoid and are featured by undirected Brownian-like motions (Fig 4A–4C). This mobility decreased with the increase of cluster intensity, suggesting that clusters containing more molecules might be more tightly anchored to the chromosome and, hence, more fixed (Fig 4D). To test whether the signaling state of FrzCD also affects the cluster mobility, we tested whether clusters were also constrained in strains carrying point mutations in methylation sites either generating FrzCD loss of function (*frzCD*_*E202A-E203A*_-*gfp*) or, oppositely, FrzCD gain of function (*frzCD*_*E168A-G169A*_-*gfp*) [27]. There were no notable differences between the tested conditions, suggesting that signaling does not affect the nucleoid dynamics of Frz signaling complexes along the nucleoid (Fig 4E).

**Fig 4:**
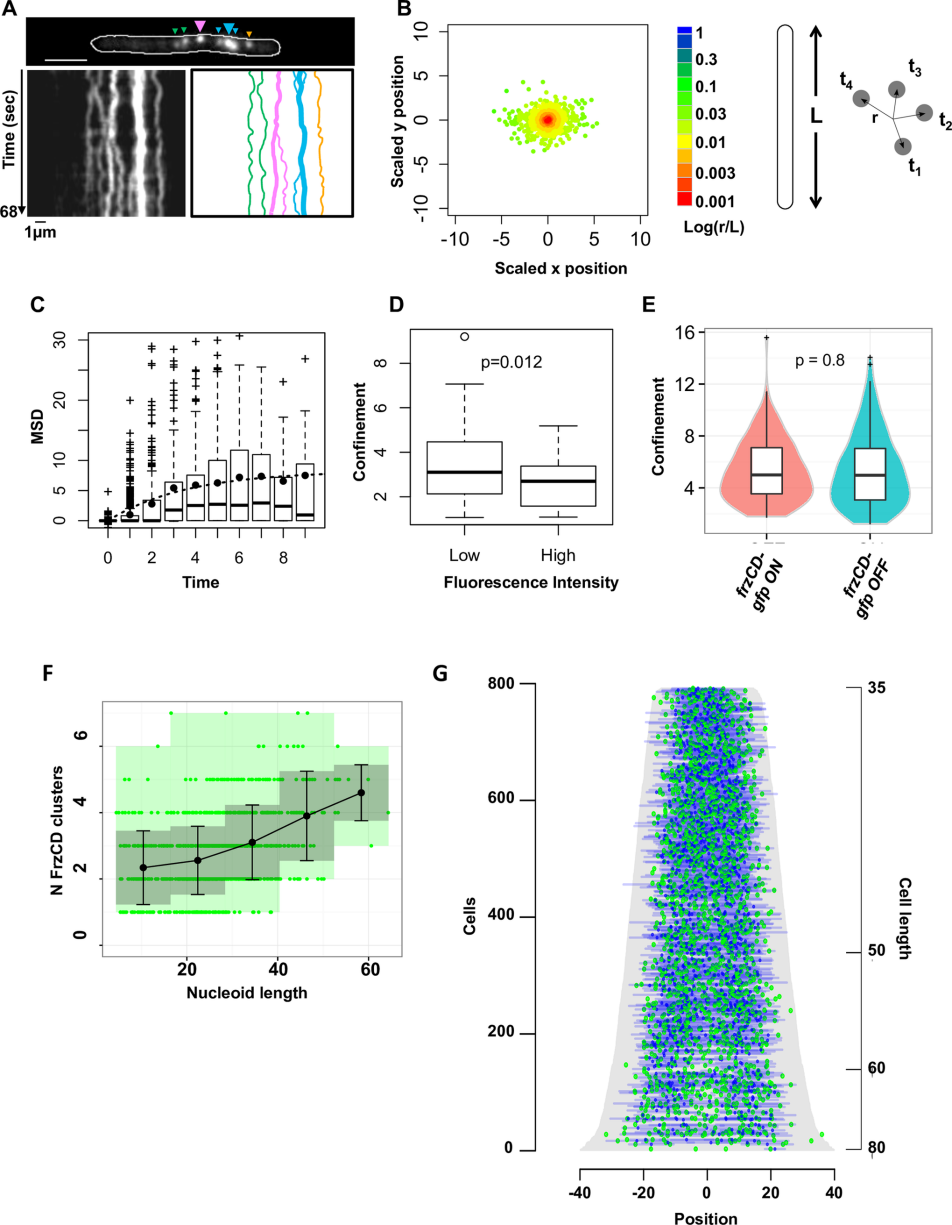
The organization of FrzCD clusters depends on cluster intensity and mobility. **(A)** A representative fluorescence 1 second time-lapse (left panel) and the corresponding kymograph (middle panel) of a *frzCD-gfp* cell (top panel). Big and small arrows indicate large and small clusters, respectively. The right panel represents the trajectories of each cluster (same color codes as on the top panel). Scale bars correspond to 1μm. **(B)** Cluster displacement (r) from the mean position at each given time (t). L represents the cell length. The color code corresponding to the logarithm of the ratio r/L indicates that the amplitude of the cluster displacement never exceeds 5% of the cell length. **(C)** Box plots indicate the distribution of the Mean Square Displacements at the different lag times; the mean of each lag value is indicate by the black dots. **(D)** Box plots indicate a significant decrease of the median confinement for clusters of low fluorescence intensity compared to high intensity clusters. For panels B, C and D 1039 clusters from 297 cells (two biological replicates) were analyzed. **(E)** The box plots and the violin plots show the measured confinements of *frzCD-gfp* strains blocked in the ON (*frzCD*_*E168A-G169A*_-*gfp*, hyper-reversing) and OFF (*frzCD*_*E202A-E203A*_-*gfp*, hypo-reversing) states. 130 and 150 clusters were analyzed for the ON and OFF states, respectively. **(F).** Average numbers of clusters with standard deviations (black dots and bars, respectively) for different nucleoid sizes are shown. Green dots represent measurements for individual cells. Grey zones represent the variances. 2564 clusters from two biological replicates were analyzed. **(G)** 909 cells were ordered according to their cell length (pixels, grey) and for each cell GFP and DAPI fluorescence are represented as green and blue dots, respectively, at their corresponding cell position. 0 is the cell center.

Given that FrzCD clusters are not very dynamic and form in a limited number of sites per chromosome, we wondered how these clusters were segregated to daughter cells following cell division. Analysis of the number of FrzCD clusters as a function of chromosome length revealed a linear correlation (Fig 4F), suggesting that more clusters are assembled as the DNA is being replicated. A demograph representation revealed that the clusters appear distributed similarly on replicating and segregated chromosomes and indeed their number increases with chromosome length (Fig 4F and 4G). This distribution might ensure equal partitioning in daughter cells.

### The nucleoid-dependent assembly is important for cooperative signal-dependent response

Similar to transmembrane chemosensory clusters [6,9–11], the formation of Frz nucleoid-associated clusters is not strictly required for signaling. In fact, it has been previously shown that a *frzCD*^*Δ6–130*^ strain, where FrzCD molecules can no longer bind DNA and are, thus, diffused (Fig 1) can still produce reversals (Bustamante et al., 2004). In *E*. *coli* chemosensory cluster formation is also not critical for signal transduction but it confers properties such as the amplification of signal, a direct consequence of the cooperative interactions between clustered chemoreceptors [11–15]. Thus, we decided to check if the formation of DNA-bound Frz clusters can also promote cooperativity in the signaling activity of the Frz chemosensory system. For this, we took advantage of a newly developed microfluidic single cell assay where the frequency of reversals can be measured as a function of increasing concentrations of an artificial Frz-signal activator, isoamyl alcohol (IAA) [25]. Consistent with previous observations [25], in cells where FrzCD formed nucleoid bound clusters, IAA induced a dose-dependent response with a sigmoidal shaped curve that could be fitted by the Hill equation with a coefficient *n* = 3.017 +/- 0.2 (P = 0.0007), thus revealing possible cooperativity in IAA-dependent Frz activation (Fig 5A). Such response is FrzCD-dependent because a *ΔfrzCD* strain does not reverse at any IAA dose (Fig 5A). In the *frzCD*^*Δ6–130*^ mutant, the cells still responded to IAA in a dose-dependent manner but in this case, the calculated Hill coefficient was *n* = 1.15 +/- 0.01 (P = 0.008), revealing that cooperation is lost in this mutant. These results suggest that FrzCD clusters have signal amplification properties that are absent in the *frzCD*^*Δ6–130*^ mutant. These properties are advantageous to *M*. *xanthus* social behaviors because swarming and predation are defective (although moderately) in the *frzCD*^*Δ6–130*^ mutant compared to the wild type (Fig 5B and 5C).

**Fig 5:**
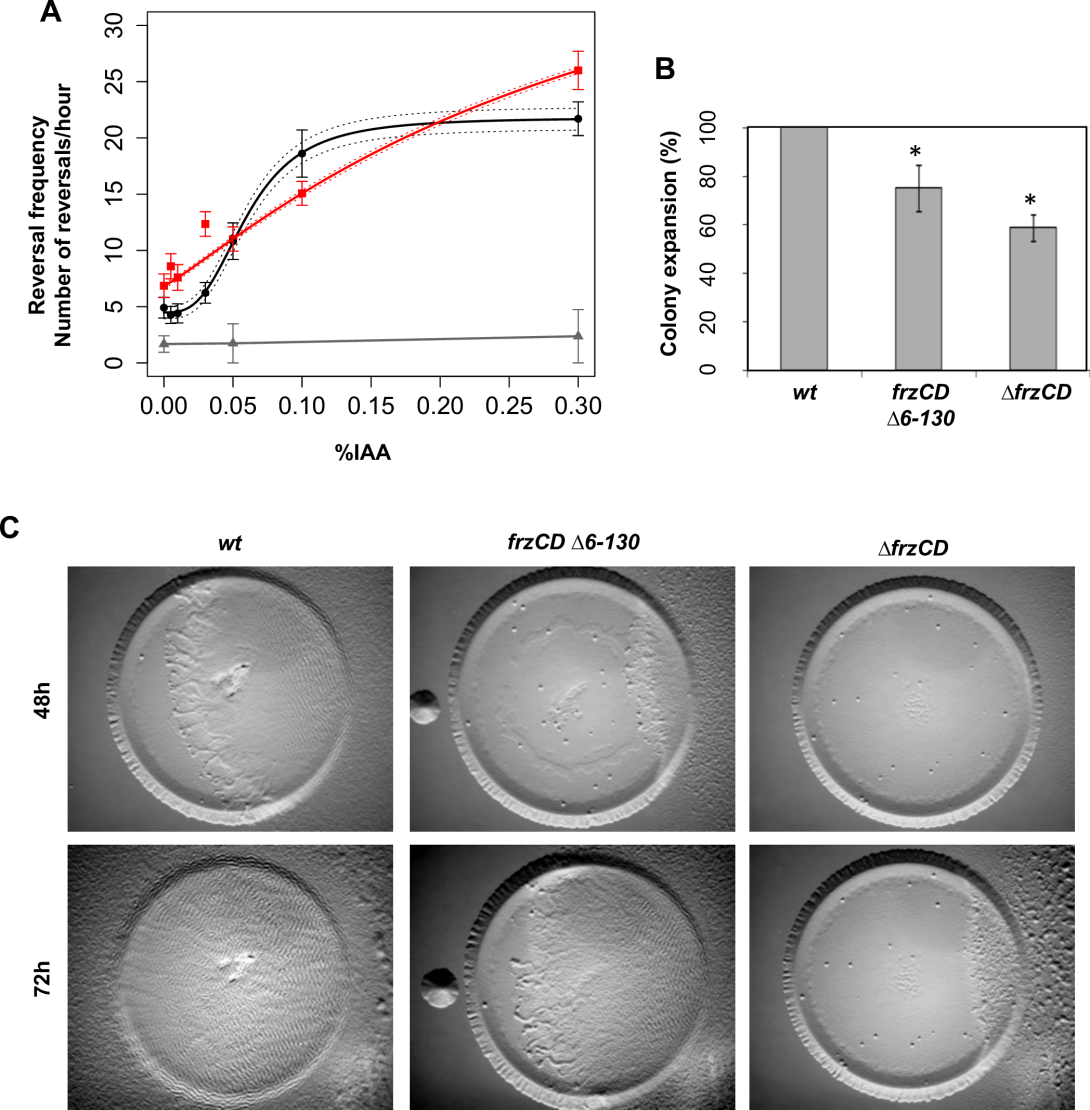
Frz cluster formation generates signal sensitivity in turn important for social behaviors. **(A)** The average reversal frequencies, calculated by scoring FrzS-YFP pole-to-pole oscillations are shown as a function of the IAA concentration for wild type (black), *frzCD*^*Δ6–130*^ (red) and *ΔfrzCD* (grey). Reversal frequencies values of wild type and *frzCD*^*Δ6–130*^ can be fitted by the Hill equation with an interval of confidence of 95% (dashed lines). Error bars represent the standard errors of the means. Reversal frequency values for each IAA dose and each strain are the results of a biological duplicate (each being a technical triplicate). About one hundred cells for the wild type and *frzCD*^*Δ1–130*^ strains and fifty for the *ΔfrzCD* strain were analyzed (refer to S3 Table for the exact number of analyzed cells for each strain and IAA doses used in this experiment). **(B)** Colony expansion of wild type, *frzCD*^*Δ6–130*^ and *ΔfrzCD* cells. Error bars represent the standard deviations of the means from three biological replicates. **(C)** The same strains were analyzed in *E*. *coli* predation assays.

## Discussion

In bacteria, transmembrane chemoreceptors use the bacterial inner membrane as a platform to form the well described arrays of trimers of dimers [38]. Remarkably, the *M*. *xanthus* Frz system forms clusters not on the membrane, but directly on the bacterial chromosome. Cluster assembly is directed by the chemoreceptor FrzCD, which binds to the DNA by a N-terminal domain carrying a positively charged tail similar to that found in eukaryotic histones [36,37]. While the binding of FrzCD to DNA is essential to target the Frz chemosensory system to the nucleoid, it is not sufficient for Frz cluster formation, as it requires downstream interactions with the FrzE kinase. Because FrzCD appears to bind DNA in a non-sequence specific manner, DNA-bound clusters do not occupy fixed localization sites and move across small areas on the nucleoid surface. Analogous to trans-membrane proteins diffusing in the bacterial membrane, the FrzCD cluster dynamic behavior may be affected by the size of the complex (and thus the number of interactions with DNA), explaining why bright clusters show Brownian-like motions that only explore constrained nucleoid areas.

Several lines of evidence suggest that the Frz cluster formation on the nucleoid occurs in a stochastic manner similarly to the assembly of the *E*. *coli* Che lattices in the membrane. First, the initial binding of FrzCD to DNA might take place anywhere on the nucleoid as such binding is not DNA-sequence specific. Once recruited to the nucleoid, small FrzCD foci diffuse, non-directionally, across confined small areas until they might nucleate large fixed clusters by attracting more FrzCD molecules. “Newborn” FrzCD foci might also, at one point, be incorporated by existing neighboring clusters. Thus, the areas explored by FrzCD clusters might represent the minimal critical distance from other clusters at which foci can exist. The existence of such minimal critical distance is supported by the fact that the number of Frz clusters increases linearly with the nucleoid size, suggesting that more clusters can form when more surface becomes available. Thus, like for transmembrane chemoreceptors, FrzCD molecules might either nucleate new dynamic foci if they are far enough from existing clusters, or encounter and join neighboring clusters. This simple mechanism might ensure correct partitioning of the clusters in daughter cells without the need for a faithful partitioning system. Such partitioning system appear, in fact, to be required in the presence of a single cluster like in *R*. *sphaeroides* where PpfA ensures the faithful segregation of Tlp clusters [18,20].

Cluster formation is unlikely to be uniquely linked to partitioning constraints during cell division. Indeed, the FrzCD variants that do not bind to the nucleoid form diffused signaling complexes that can be easily partitioned between daughter cells via diffusion. We therefore favor that nucleoid binding confers particular signaling properties to Frz complexes. In support of this, chromosome-bound complexes respond to signals in a cooperative manner, while soluble complexes do not. This could be explained if Frz clusters were arranged on the chromosome similar to the transmembrane chemoreceptors [39], forming ordered signaling arrays with signal amplification properties.

But, what signals are sensed by the chromosomal complexes? Frz clusters have been previously associated to the regulation of the cell reversal frequency in response to cell-cell contact. In fact, FrzCD clusters align in adjacent *M*. *xanthus* cells, a behavior that also seemed to induce cell reversals [27]. In support of this hypothesis, adjacent cells of a *frzE* strain did not produce cluster alignment. We now find that what seemed to be more diffused FrzCD clusters in the *frzE* strain at the time, are, in fact, FrzCD molecules dispersed on the nucleoid. Moreover, we now show that the Frz cluster dynamics are independent on the Frz signaling activity. Thus, the observed FrzCD cluster alignment might be more likely determined by similar dynamic rearrangements of the nucleoid of adjacent cells rather than by an active regulated mechanism. Therefore, we propose that chromosome assembly allows the formation of ordered chemosensory complexes that sense a yet unidentified intracellular signal. Finally, it cannot be excluded that the Frz complex responds to or even regulates chromosomal processes, although there is currently no evidence for such activity of the Frz system.

Finally, the analysis of the FrzCD sequences from some related species of δ-proteobacteria shows that while the FrzCD C-terminal region is very conserved, its N-terminus largely varies. Nevertheless, the FrzCD N-terminus always shows a positively charged sequence (S7 Fig) suggesting that the non-sequence-specific recruitment of Frz proteins to the nucleoid essentially requires the presence of a positively charged protein domain rather than a specific amino acid sequence.

This type of cellular organization may be common to other bacterial macromolecular complexes to provide important regulatory functions. In this sense, the Frz example provides new perspectives to the role of the bacterial nucleoid as a scaffold for the spatial control of cellular functions.

## Materials and methods

### Bacterial strains, plasmids and growth

Strains and plasmids are listed in S1 and S2 Tables. *M*. *xanthus* strains were grown at 32°C in CYE rich media as previously described. *Pcuo*::*parB-ΔparB* cells were grown at 32°C in CTT supplied with 300 μM CuSO_4_.

Plasmids were introduced into *M*. *xanthus* cells by electroporation. Deletions and GFP fusions were inserted in frame to avoid polar effects on the downstream gene expression. These strains were obtained by homologous recombination based on a previously reported method using the pBJ113 or pBJ114 vectors [26,28]. To generate strains expressing GFP or mCherry fusion proteins, we constructed DNA cassettes including the last approximately 800 bp of each gene, with the exception of the stop codon; the gene encoding the *egfp* or *mcherry* genes from pEGFP-N1 (Invitrogen) or pEM147 [40] excluding the start codon and including the stop codon; the intergenic region between the gene of interest and its immediately downstream gene, if any; the first 800 bp of the downstream gene.

To construct the *parB* conditional mutant, we transferred the previously described *parB* conditional depletion [30] in our wild type strain, DZ2 [30,31].

To construct strains carrying a FrzS-YFP fusion, we used the pEFrzSY plasmid [25]. *Escherichia coli* cells were grown under standard laboratory conditions in Luria-Bertani broth supplemented with antibiotics if necessary.

For swarming assays, cells (5 μl) at a concentration of 5×10^9^ cfu ml^−1^ were spotted on CYE agar plates and incubated at 32°C and photographed after respectively 48h with an Olympus SZ61 binocular stereoscope. For predation assays, *E*. *coli* (3μl at a concentration of 5×10^9^ cfu ml^−1^) and *M*. *xanthus* cells (3μl at a concentration of 5×10^9^ cfu ml^−1^) were spotted at the average 0.7 mm distance from each other on CF agar plates, incubated at 32°C and photographed after 72 h.

### Protein purification

BL21(DE3) [F^−^ompT hsdSB(rB^−^mB^–^) gal dcm (DE3)] cells were grown in Luria-Bertani broth supplemented 100 μg/ml ampicillin to mid-exponential phase at 37°C. For the experiments shown on Fig 3 and phosphorylation assays on S4 Fig, overexpression was induced by adding 0,1 mM IPTG to cells containing plasmid pEM414 and 0,5mM for pEM415 and pEM433. Cells were then grown at 16°C over night. Cells were washed and resuspended in lysis buffer (50 mM TrisHCl, pH 8; 300 mM NaCl; 100 μg/ml PMSF; 30 U/mL Benzonase) and lysed at the French press. The cell lysates were centrifuged at 4°C for 30 min at 13000× rpm. Soluble tagged His_6_-proteins were purified on 1ml HisTrap^TM^FF columns (GE Healthcare) and desalted with PD-10 columns (GE Healthcare). Ultimately, purified proteins were eluted in 50 mM TrisHCl, pH 8 and 300 mM NaCl.

For the experiments shown on S4A–S4E Fig, the C-terminal-tagged FrzCD-(His)_6_ was expressed in *E*. *coli* BL21-AI (Invitrogen) cells. The cells were grown in Luria-Bertani broth containing 100 μg/ml ampicillin at 37°C till OD_600_ of 0.8–1.0, and incubated at 30°C for 5 hours post induction. The harvested cells were resuspended in Buffer A (50 mM Tris, 200 mM NaCl, pH 8.0) containing 10% glycerol and lysed by sonication (Sonics VibraCell, 5 minutes, 60% amplitude, 1” ON, 3” OFF cycle). The cell lysate was spun at 39, 191 g for an hour and the supernatant loaded to a 5-ml HisTrap^TM^ FF (GE Healthcare) equilibrated with Buffer A. Following wash and elution with increasing concentrations (5%, 10%, 20%, 50% and 100%) of Buffer B (50 mM Tris, 200 mM NaCl, 500 mM imidazole, pH 8.0), pure fractions containing FrzCD-H_6_ were pooled and dialysed into buffer containing 50 mM Tris, 25 mM NaCl, 1 mM EDTA, pH 8.0 to enable further purification through ion exchange chromatography using a MonoQ-PE (GE Healthcare) column. The fractions containing the protein were pooled and concentrated using centricons. The protein was finally in buffer containing 50 mM NaCl, 1 mM EDTA and 50 mM Tris pH 8.0 either through dialysis or by buffer exchange during the concentration step. The concentrated protein was flash frozen and stored in small aliquots at -80°C till further use.

### Electrophoretic mobility shift assays (EMSA)

EMSAs on Fig 3 were carried out by incubating different concentrations of purified proteins with 10 nM PCR-amplification products of different sizes (S4 Table), in buffer (10 mM of TrisHCl at pH 8; 60 mM of NaCl; 10% glycerol). Reactions were incubated for 40 min at 4°C before being loaded on 1% agarose gels. Gel migration was performed in 1X TBE at 4°C for 55 min. Gels were, then, stained with ethidium bromide and revealed at the UV light.

EMSAs for shorter oligos (S4 Fig and S4 Table) were carried out in buffer containing 50 mM Tris, 50 mM NaCl, 1 mM dithiothreitol and 10% glycerol, pH 7.4. All the oligonucleotide fragments were PCR-amplification products, except the 69 bp DNA that was generated by annealing the custom-synthesized oligonucleotides (Sigma) corresponding to the 5’ to 3’ sequence and its complementary strand (S4 Table). The samples were incubated at 25°C for 20 min and loaded onto the appropriate % of agarose gel (1% for 1.3 kbp, and electrophoresed for 60–90 minutes in 1x TAE (40 mM Tris-Acetate and 1 mM EDTA).

### Oligomerization study using size exclusion chromatography coupled with multi-angle light scattering (SEC-MALS)

The expected elongated structure of an MCP precludes estimation of the oligomeric status by size exclusion chromatography alone, and hence we carried out SEC coupled with multi-angle light scattering to estimate the molecular mass in solution. The mass was determined using a Wyatt Dawn Heleos II equipped with light scattering detectors at 18 angles and an Optilab TrEX differential refractive index detector. Protein sample (100 μl of 2 mg/ml solution or 45 μM) was injected into the size exclusion column (BioRad EnRich650) equilibrated with the buffer 50 mM Tris, 50 mM NaCl, pH 8.0, and the run carried out at a flow rate of 0.4 ml/min. The observed molecular masses at various points along the peak in the elution curve were calculated using the protein concentration estimated from the differential refractive index (dRI), and measured scattered intensities. The Debye model in the ASTRA software provided with the equipment was used for fitting the data.

### Biolayer interferometry

Protein-DNA interaction experiments were conducted at 25°C with the BLItz instrument from ForteBio (Menlo Park, CA, USA). The BLI consists in a real time optical biosensing technique exploits the interference pattern of white light reflected from two surfaces to measure biomolecular interactions [41]. Purified 6His-FrzCD, 6His-FrzCD^Δ131–417^, 6His-FrzCD^Δ6–130^ and 6His-FrzCD^Δ7–27^ protein ligands were immobilized onto two different Ni-NTA biosensors (ForteBio) in duplicate at 1μM concentrations. A PCR amplified DNA fragment (474bp) with primers AGACCCCCGCACCCACGGAG and TCACGCGGGCTCCGGCTC (Eurogentec) was used as the analyte throughout the study at the 38nM. The assay was conducted in PBS pH 7.5, 0.001% tween-20. The binding reactions were performed with an initial baseline during 30 seconds, an association step at 120 seconds and a dissociation step of 120 seconds with lateral shaking at 2200rpm. A double reference subtraction (sensor reference and 6His-FrzCD^Δ1–130^) was applied to account for non-specific binding, background, and signal drift to minimize sensor variability.

### Chromatin immunoprecipitation-deep sequencing (ChIp-seq)

ChIp-seq was performed as previously described [34]. In particular, mid-log phase cells (80 ml, OD_600_ of 0.6) were cross-linked in 10 mM sodium phosphate (pH 7.6) and 1% formaldehyde at room temperature for 10 min and on ice for 30 min thereafter, washed thrice in phosphate buffered saline (PBS) and lysed with lysozyme 2.2 mg ml^-1^ in TES (Tris-HCl 10 mM pH 7.5, EDTA 1 mM, NaCl 100 mM). Lysates (Final volume 1ml) were sonicated (Branson Digital Sonicator 450, Branson Sonic Power. Co., www.bransonic.com/) on ice using 10 bursts of 30 sec (50% duty) at 30% amplitude to shear DNA fragments to an average length of 0.3–0.5 kbp and cleared by centrifugation at 14,000 rpm for 2 min at 4°C. Lysates were normalized by protein content by measuring the absorbance at 280 nm; ca. 7.5 mg of protein was diluted in 1 mL of ChIP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl [pH 8.1], 167 mM NaCl plus protease inhibitors (Euromedex, https://www.euromedex.com/) and pre-cleared with 80 μL of protein-A agarose (Sigma-Aldrich, www.sigmaaldrich.com) and 100 μg BSA. Polyclonal GFP antibodies were added to the remains of the supernatant (1:1,000 dilution), incubated overnight at 4°C with 80 μL of protein-A agarose beads pre-saturated with BSA, washed once with low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 500 mM NaCl) and LiCl buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl (pH 8.1) and twice with TE buffer (10 mM Tris-HCl (pH 8.1) and 1 mM EDTA). The protein-DNA complexes were eluted in 500 μL freshly prepared elution buffer (1% SDS, 0.1 M NaHCO3), supplemented with NaCl to a final concentration of 300 mM and incubated overnight at 65°C to reverse the crosslinks. The samples were treated with 2 μg of Proteinase K for 2 h at 45°C in 40 mM EDTA and 40 mM Tris-HCl (pH 6.5). DNA was extracted using QIAgen minelute kit and resuspended in 30 μl of Elution Buffer. ChIp DNA sequencing was performed using Illumina MiSeq and analyzed using Galaxy Web Portal (usegalaxy.org/). Reads were analyzed by MatLab.

### Protein sequence analyses

In order to search for homologs of the FrzCD N-terminal domain, the first 130 aminoacids of the FrzCD sequence were BLAST into the UniProtKB/SwissProt Data Base (http://blast.ncbi.nlm.nih.gov). Predictions of secondary structures and protein sequence alignments were obtained with Jpred [42] and Clustal Omega [43], respectively. To analyze the FrzCD N-terminal region protein charge, “Sliding window” analyses were performed with Microsoft Excel.

### *In vitro* autophosphorylation assay

*In vitro* phosphorylation assays were performed with *E*. *coli* purified recombinant proteins. 4 μg of FrzE^kinase^ were incubated with 1μg of FrzA and increasing concentrations (3μg) of different FrzCD proteins (entire FrzCD, FrzCD^c^, FrzCDΔ6–130, FrzCDΔ7–27 or FrzCDΔ131–417) in 25 μl of buffer P (50 mM Tris-HCl, pH 7.5; 1 mM DTT; 5 mM MgCl_2_; 50mM KCl; 5 mM EDTA; 50μM ATP, 10% glycerol) supplemented with 200 μCi ml^-1^ (65 nM) of [γ-33P]ATP (PerkinElmer, 3000 Ci mmol^-1^) for 10 minutes at room temperature in order to obtain the optimal FrzE^kinase^ autophosphorylation activity. Each reaction mixture was stopped by addition of 5 × Laemmli and quickly loaded onto SDS-PAGE gel. After electrophoresis, proteins were revealed using Coomassie Brilliant Blue before gel drying. Radioactive proteins were visualized by autoradiography using direct exposure to film (Carestream).

### Fluorescence microscopy and image analysis

For fluorescence microscopy analyses, 5 μl of cells from 4 x 10^8^ cfu ml^-1^ vegetative CYE cultures were spotted on a thin fresh TPM agar pad at the top of a slide (Mignot *et al*., 2005). A cover slip was added immediately on the top of the pad, and the obtained slide was analyzed by microscopy using a Nikon Eclipse TE2000 E PFS inverted epifluorescence microscope (100 x oil objective NA 1.3 Phase Contrast) [44].

To study the colocalization with the DNA, the TPM agar pads were supplied with 1μg/ml DAPI stain and 1 mM IPTG. Prior to imaging, *E*. *coli* cells were grown in 1 mM IPTG for one hour, then spotted on agar pads containing or not 10μg/ml cephalexin and incubated for 1 hour. Cell fluorescence profiles were obtained with the “plot profile” function of FIJI [45]. FrzCD cluster numbers and distances, nucleoid areas and cell areas were automatically determined and verified manually with the “MicrobeJ” Fiji/ImageJ plugin created by A. Ducret, Brun Lab (http://www.indiana.edu/~microbej/index.html). All data plots and statistical tests were obtained with the R software (https://www.r-project.org/).

To study the dynamics of FrzCD-GFP clusters we automatically tracked clusters (imaged every second) by MicrobeJ and recorded parameters such as the mean square displacement (MSD), the confinement radius and the fluorescence intensity along the time.

For manual image analysis we chose a sample size that allowed an error on the mean (sem) lower than 10%. For results generated by automated analyses, we analyzed all the available samples. We chose all cells where clusters and nucleoids were tractable by our image analysis tools (Fiji and MicrobeJ). For the cluster dynamic determinations we analyzed all clusters that were tractable for at least 5 consecutive frames.

### Reversal frequencies

These assays were performed as previously described [25] by using homemade PDMS glass microfluidic chambers [46] treated with 0.015% carboxymethylcellulose after extensive washing of the glass slide with water. For each experiment, 1mL of a CYE grown culture of OD = 0.5 was injected directly into the chamber and the cells were allowed to settle for 5 min. Motility was assayed after the chamber was washed with TPM 1mM CaCl_2_ buffer. For IAA injections, IAA solutions made in TPM 1mM CaCl_2_ buffer at appropriate concentrations were injected directly into the channels and motility was assayed directly under the microscope. Time-lapse movies of strains carrying a FrzS-YFP fusion were shot for 20 minutes with frames captured every 15 seconds.

To discriminate bona fide reversal events from stick-slip motions [25], the fluorescence intensity of FrzS-YFP was measured at cell poles over time. In fact, this protein has been shown to switch from the leading cell pole to the lagging pole when *M*. *xanthus* cells reverse their movement direction [47]. For each cell that was tracked, the fluorescence intensity and reversal profiles were correlated to distinguish bona fide reversals from stick-slip events. About one hundred cells for the wild type and *frzCD*^*Δ1–130*^ strains and fifty for the *ΔfrzCD* strain were analyzed (refer to S3 Table for the exact number of cells analyzed for each strain and IAA dose). The number of reversals was plotted against time. The best fits for the reversal frequencies values at the different IAA doses were obtained with the following Hill equation:

$$\frac{N_{rev}}{\Delta T}=\frac{{\left[IAA\right]}^{n}}{K_{d}+{\left[IAA\right]}^{n}}B+A$$

where the *N*_*rev*_*/ΔT* is the number of reversal events per hour; *K*_*d*_ is the apparent affinity constant; *[IAA]* is the IAA dose; *B* is the plateau; *A* is the basal reversal frequency and *n* is the Hill coefficient describing cooperativity. Reversal frequency values for each IAA dose and each strain are the results of two independent biological triplicates.

We chose a sample size that allowed an error on the mean (sem) lower than 10%. We used all cells that moved, remained isolated for at least 20 consecutive frames and where FrzS-YFP foci were detectable by FIJI.

## Supporting information

S1 Fig Representative micrographs of *M*. *xanthus* cells carrying a GFP or a mCherry fusion and stained with the DNA DAPI stain. The genetic backgrounds of the *M*. *xanthus* strains are indicated on the left. Scale bars correspond to 1μm.
(TIF)

S2 Fig *frzE-mCherry* cells can swarm and form fruiting bodies like wild type. Scale bars correspond to 0,5 cm.
(TIF)

S3 Fig FrzCD and FrzE are stable in different *M*. *xanthus* mutants. Western blot with anti-FrzCD **(A)** or anti-FrzE antibodies **(B)** on the cell extracts of the indicated *M*. *xanthus* strains. Black lines are used to indicate that two lanes from the same gel where separated by other lanes in the original western blot.
(TIF)

S4 Fig FrzCD binds DNA fragments of different lengths, forms a dimer and promotes FrzE phosphorylation. **(A- D)** Electrophoretic mobility shift assay (EMSA) on agarose gel stained with ethidium bromide and developed at the UV light. DNA fragments of different lengths and GC contents (S4 Table) were incubated with increasing concentrations of FrzCD-(His_6_) as indicated, including **(A)** 4 nM of Oligo1300 (1% agarose gel), **(B)** 40 nM of Oligo340-1 (38% GC content; 1.5% agarose gel), **(C)** 40 nM of Oligo340-2 (61% GC content; 1.5% agarose gel), and **(D)** 300 nM of Oligo70 (2.5% agarose gel). **(E)** SEC-MALS analysis showing the elution profile (refractive index; black; left y-axis) and the estimated molar masses (green; right y-axis) of the FrzCD eluted protein. **(F)** SDS page of the indicated proteins purified from *E*. *coli* and used for the different experiments shown in Fig 3. **(G)** Kinetics of the FrzE kinase domain (FrzE^CheA^) auto-phosphorylation were tested *in vitro* by incubation of FrzE^CheA^ in the presence of FrzA, the indicated different form of FrzCD and ATPγP^33^ as a phosphate donor.
(TIF)

S5 Fig FrzCD-GFP binds the nucleoid in a DNA-sequence independent manner. A library of DNA fragments was obtained by ChIP experiments on *frzCD-gfp* and *parB-yfp* strains, using GFP polyclonal antibodies. The figure shows the results obtained by the deep sequencing of the DNA libraries. Only for *parB-yfp*, we observed an enrichment corresponding to the nucleoid region containing *parS* (rectangle in the middle panel and last panel) (9,109 to 9,110 Kb). Note that while the number of reads relative to ParB are represented with a logarithmic scale, for FrzCD we used a regular scale.

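Around *parS*, ParB-YFP was at 3 times the median or more in every 1-kb bin over 23 kb, from 9097001 to 9120000. It was at 50% of its highest bin or more over 5 kb, from 9107001 to 9112000. From 9120001 to 9135000, where the profile was cut, every bin was at 2.23 to 3.96 with ParB-YFP, and at 0.796 to 1.81 with FrzCD-GFP. Both libraries were highest in the last of these bins. On the other side, ParB-YFP was at 0.937 in the outermost bin, from 9084001 to 9085000. Whether the raised bins beyond 9120000 belong to the *parS* signal was not tested. The 23 kb took up 25.1% of all ParB-YFP coverage and 0.326% of all FrzCD-GFP coverage. Named genes inside it are *egtB* and *egtD*, *bacM*, which encodes a bactofilin, and *rsmG* and *mnmG*, which encode RNA modification enzymes. With ParB-YFP the relative coverage of *egtB* was 5.77, that of *bacM* 17.9, that of *rsmG* 108 and that of *mnmG* 27.7. With FrzCD-GFP *egtB* was at 1.55, *rsmG* at 1.19 and *mnmG* at 1.01, and the bins of the 23 kb ranged from 0.885 to 2.04 with a mean of 1.40. The *parA* and *parB* genes were not analysed here by name. Outside the 50 kb on each side of the highest bin, ParB-YFP was at 3 times the median or more in 151 further bins in 55 stretches, and 103 of these bins were at 2 times or more with FrzCD-GFP as well. The highest were at 3116001 to 3121000 (up to 13.8, with FrzCD-GFP up to 3.84), where a site of 178 bp lies in the highest bin, at 5253001 to 5257000 (up to 7.72, with FrzCD-GFP up to 1.73) and at 6647001 to 6650000 (up to 7.61, with FrzCD-GFP up to 2.36), the last over *cyaY* and *frr*, the gene of the ribosome recycling factor. The ribosomal protein operon, in a stretch from 3854001 to 3872000, reached 5.57 with ParB-YFP and 4.48 with FrzCD-GFP.

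**Figure D3:**
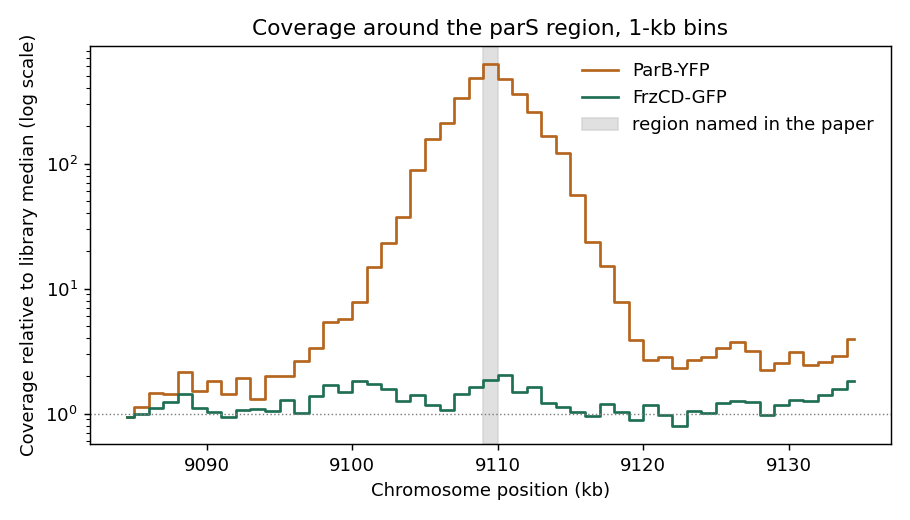
Relative coverage of 1-kb bins (log scale) by chromosome position in kb around the *parS* region, with ParB-YFP in brown and FrzCD-GFP in green, 1 library each, on the same scale. The grey band marks 9,109 to 9,110 kb and the dotted line a relative coverage of 1. ParB-YFP peaks at 625 in the grey band, and FrzCD-GFP reaches 2.04 next to it.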

(TIF)

S6 Fig The FrzCD N-terminal tail has the same properties of that of eukaryotic histones. On the top, the prediction of the FrzCD N-terminal secondary structures is shown. The nature of each amino acid is also indicated through color codes. The bottom part of the figure shows the FrzCD first 50 amino acid alignment with the N-terminal tail of Histones 2B. The alignment was obtained by Clustal Omega. Dots indicate similarities and stars identities.
(TIF)

S7 Fig The FrzCD N-terminus from different species show similar amounts of positively charged amino acids. The alignment of FrzCD sequences from the indicated species was obtained by Clustal Omega. Stars indicate identities.
(TIF)

S1 Table Strains used in this study.

S2 Table Plasmids used in this study.

S3 Table Number of cells analyzed for Fig 5A.

S4 Table DNA sequences used for EMSA in Fig 3 and S4 Fig.

# Supplementary material for: The nucleoid as a scaffold for the assembly of bacterial signaling complexes
**Source:** PLoS Genet. 2017 Nov 21;13(11):e1007103. doi: 10.1371/journal.pgen.1007103
**Supplement:** S1 Table

S1 Table

| Strains | Genotype | Deletion | Source |
| --- | --- | --- | --- |
|  |  |  |  |
| DZ2 | *wt* |  | Zusman et al., 1982 |
| DZ4620 | *frzCD-gfp* |  | Mauriello et al., 2009 |
| DZ4480 | *∆frzCD* | Codons 6-393 | Bustamante et al., 2004 |
| DZ4485 | *frzCD^∆6-130^* |  | Mauriello et al., 2009 |
| DZ4743 | *frzCD^∆6-130^-gfp* |  | Mauriello et al., 2009 |
| EM231 | *frzCD_E202A-E203A_::gfp* |  | Mauriello et al., 2009 |
| EM228 | *frzCD_E168A-G169A_::gfp* |  | Mauriello et al., 2009 |
| EM434 | *frzE-mCherry* |  | This study |
| EM506 | *frzE-mCherry ∆frzCD* |  | This study |
| EM516 | *frzCD-gfp frzE::kan* | Codons 171-438 | This study |
| EM531 | *difA-gfp ∆parB/P_cuoA_-parB* |  | This study |
| EM532 | *frzCD-gfp ∆parB/P_cuoA_-parB* |  | This study |
| EM533 | *frzE-mCherry ∆parB/P_cuoA_-parB* |  | This study |
| EM543 | *frzCD^∆7-27^* | Codons 7-27 | This study |
| EM550 | *frzCD^∆7-27^-gfp* | Codons 7-27 | This study |
| TM26 | *frzS-yfp* |  | Guzzo et al., 2015 |
| EM622 | *frzCD^∆6-130^ frzS-yfp* |  | This study |
| EM623 | *∆frzCD frzS-yfp* |  | This study |

# Supplementary material for: The nucleoid as a scaffold for the assembly of bacterial signaling complexes
**Source:** PLoS Genet. 2017 Nov 21;13(11):e1007103. doi: 10.1371/journal.pgen.1007103
**Supplement:** S2 Table

S2 Table

| Plasmid | Description | Source |
| --- | --- | --- |
|  |  |  |
| pAH57 | *P_cuoA_-parB, c*opper-dependent expression of *parB*, Mx8 attB | Harms et al., 2013 |
| pAH18 | Construct for in frame deletion of *parB* | Harms et al., 2013 |
| pETPhos_*frzCD* | pETPhos with *frzCD* tagged with 6-his inducible with IPTG | Guzzo et al., 2015 |
| pETPhos_*frzE^kinase^* | pETPhos with *frzE^CheA^* tagged with 6-his inducible with IPTG | Guzzo et al., 2015 |
| pETPhos_*frzCD^c^* | pETPhos with *frzCD^c^* tagged with 6-his inducible with IPTG | Guzzo et al., 2015 |
| pGEX(M)_*frzA* | pETPhos with *frzA* tagged with 6-his inducible with IPTG | Guzzo et al., 2015 |
| pEM365 | pBJ113 with frzE-mCherry fusion | This study |
| pEM405 | pBJ113 with an insertion cassette for *frzE::kan* | This study |
| pEM418 | pBJ113 with a cassette for *frzCD^∆7-27^* | This study |
| pEM414 | pETPhos with *frzCD^∆1-130^* tagged with 6-his inducible with IPTG | This study |
| pEM415 | pETPhos with *frzCD^∆131-417^* tagged with 6-his inducible with IPTG | This study |
| pEM433 | pETPhos with *frzCD^∆7-27^* tagged with 6-his inducible with IPTG | This study |
| pEM409 | pETDuet-1 with *frzCD-gfp* inducible with IPTG | This study |
| pEM417 | pETDuet-1 with *frzCD^∆1-130^-gfp* inducible with IPTG | This study |
| pEM434 | pETDuet-1 with *frzCD^∆7-27^-gfp* inducible with IPTG | This study |
| pEFrzSY | pEYFPN1 with a cassette to construct *frzS-yfp* | Guzzo et al., 2015 |
| pFCD-H6 | pHis17 with *frzCD* gene tagged with a C-terminal 6-his | This study |

# Supplementary material for: The nucleoid as a scaffold for the assembly of bacterial signaling complexes
**Source:** PLoS Genet. 2017 Nov 21;13(11):e1007103. doi: 10.1371/journal.pgen.1007103
**Supplement:** S3 Table

S3 Table

| %IAA  Strain | **0** | **0.005** | **0.01** | **0.03** | **0.05** | **0.1** | **0.3** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ***frzS-yfp*** | 101 | 113 | 77 | 114 | 64 | 47 | 170 |
| ***frzCD^∆6-130^ frzS-yfp*** | 98 | 103 | 75 | 128 | 112 | 139 | 109 |
| ***∆frzCD frzS-yfp*** | 44 | ND | ND | ND | 48 | ND | 47 |

# Supplementary material for: The nucleoid as a scaffold for the assembly of bacterial signaling complexes
**Source:** PLoS Genet. 2017 Nov 21;13(11):e1007103. doi: 10.1371/journal.pgen.1007103
**Supplement:** S4 Table

S4 Table

| Ds DNA | Sequence (5’ 🡪 3’) | Length,  GC content (%) |
| --- | --- | --- |
|  |  |  |
| Oligo70 | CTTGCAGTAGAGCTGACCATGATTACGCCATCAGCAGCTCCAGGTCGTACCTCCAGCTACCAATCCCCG | 69, 57 |
| Oligo340-1 | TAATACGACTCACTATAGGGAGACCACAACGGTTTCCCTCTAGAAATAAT  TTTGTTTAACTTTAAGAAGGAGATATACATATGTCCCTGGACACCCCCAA  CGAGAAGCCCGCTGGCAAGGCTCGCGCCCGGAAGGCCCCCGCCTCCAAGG  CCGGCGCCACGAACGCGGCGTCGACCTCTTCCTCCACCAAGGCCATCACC  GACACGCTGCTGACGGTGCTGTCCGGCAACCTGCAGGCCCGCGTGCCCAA  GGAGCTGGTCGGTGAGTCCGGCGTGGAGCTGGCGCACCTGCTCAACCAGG  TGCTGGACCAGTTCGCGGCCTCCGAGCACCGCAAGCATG | 339, 61 |
| Oligo1300 | *frzCD* gene amplified with the primers  5’-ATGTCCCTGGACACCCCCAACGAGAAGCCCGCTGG-3’and  5’-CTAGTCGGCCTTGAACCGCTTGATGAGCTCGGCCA-3’ and the plasmid pFCD-H6 as template | 1254, 70 |
| Oligo801 | Fragment amplified with the primers  5’-cgggatcctggctccgcccccgacgca-3’ and  5’-cccaagcttttgatgaggcgcttggagat-3’  and DZ2 chromosomal DNA as template | 801, 68 |

How the deposited data were processed for this re-analysis (not part of the article)

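Chromatin immunoprecipitation with GFP antibodies and deep sequencing were carried out on 2 strains of *M. xanthus*, *frzCD-gfp* and *parB-yfp*, with 1 library per strain. The authors sheared cross-linked DNA, sequenced it, trimmed the reads and aligned them to the chromosome. The submitters' processing notes name cutadapt and Bowtie, and versions and the genome build are not given in the sources used here. The authors deposited coverage, the number of reads over each position of the chromosome, without scaling it to the library totals. No peak calls or thresholds of the authors were used here.

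From this coverage, bins of 1 kb were averaged and the last 763 positions were dropped. Each bin was divided by the median bin of its library, and genes were given the mean coverage over their length divided by the same median. A median bin held 140 reads for FrzCD-GFP and 172 for ParB-YFP, taking reads as the summed coverage divided by the mean read length. The design planned to take the read length from steps in the coverage, and the length from the total reads given with the deposited coverage was used. The region from 9,109 to 9,110 kb was taken from the paper. Its fold was given an exact Poisson interval at the 95% level, which takes reads as independent. Coefficients of variation, the variance to mean ratio, the correlation between libraries and the ratio of origin to terminus coverage were given intervals from 1000 resamplings of 100-kb segments. These intervals cover counting error or variation along the chromosome and not the error between cultures. No p-values were computed, since each strain has 1 library.

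The annotation used for names lists 7388 genes, of which 841 have a symbol. Its 8 rRNA genes longer than 1 kb were empty in both libraries over 92.0% of their positions when placed as annotated, and over 36.5% and 40.6% when shifted by 3000 bp to either side. Over the whole chromosome 0.572% of positions were empty in both. Genes with over 50% of their length in runs of 200 bp or more without reads in both libraries were left out as not measured, which left 7351 genes. Apart from the rRNA and tRNA genes, groups hold only genes with a symbol, so members without one would be missing from them. Groups of genes were described by the median over their measured members and by its percentile among 10000 random lists of the same size. The lists were matched on distance from *dnaA* by decile. They draw genes one by one, so neighbours that share coverage count as independent. Added later, each group was also moved as a whole along the order of the measured genes to each of the 7350 other positions, which keeps neighbours together but not the distance from *dnaA*. Matching on GC content, planned as well, was not run, because no genome sequence was used here. Themes of the groups, the comparisons and the rule for named genes were set before the data were examined. The rule takes the genes the paper names for these libraries, the genes under the 10 highest stretches and under the 5 longest runs without reads in each library, and the highest and lowest members of each group. Of the members, those of the *cheB* and mobile element groups were chosen by symbol after the annotation was seen, and the planned groups defined by gene product (polyketide synthesis, other chemotaxis genes) or by the *frz*, *par* and *dif* symbols were not analysed here. *gltB* and *gltX* were left out of the gliding motility group because their symbols are shared with enzymes of amino acid metabolism or translation. This was decided after a first look at the values that had included *gltB*, with which the median is 1.61 for FrzCD-GFP and 1.83 for ParB-YFP. The groups of NADH dehydrogenase, ATP synthase, myxochelin, CRISPR-associated and type VI secretion genes were chosen after the data were examined.

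The functions were tested on simulated data. Reads placed at random in the number of the FrzCD-GFP library gave a coefficient of variation of 0.0809 and 0 bins at 3 times the median. For 50 bins planted at 4 times the median, a median of 3.96 times was recovered for FrzCD-GFP and 3.93 times for ParB-YFP. Of 10 planted narrow sites made from few fragments and 10 made from many, all were found in both simulated libraries. Alternatives concerned the scale, the bin size, the threshold, repeats, broad trends and the matching of the random lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.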

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

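All tests below were added after the data were examined; those of a broad trend in coverage and of the number of fragments at the narrow ParB-YFP sites were set before their own results were seen, and the others after. Stretches of 1-kb bins outside the surroundings of *parS* are listed here where relative coverage was at least 2 in one library and at least 3 times that of the other, since the paper reports on none of them.

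With FrzCD-GFP there were 3 such stretches. They reached 11.6 at 164001 to 165000, where ParB-YFP was at 3.05. They reached 2.94 at 4340001 to 4342000 and 3.02 at 4343001 to 4348000, around *mxcK* and *mxcG*, where ParB-YFP was at 0.879 and 0.779. With ParB-YFP there were 11 stretches. The highest, 13.8 at 3117001 to 3118000, had 3.84 with FrzCD-GFP. The next were 7.72 at 5254001 to 5256000, 7.61 at 6648001 to 6649000 over *cyaY*, 6.82 at 1043001 to 1044000 and 6.38 at 7642001 to 7643000, against 1.53, 2.36, 0.806 and 0.919 with FrzCD-GFP. A stretch at 7995001 to 7997000 had 3.97. Those at 277001 to 278000, 376001 to 377000, 2238001 to 2239000, 4809001 to 4810000 and 8749001 to 8750000 had 2.22, 2.04, 2.15, 2.14 and 2.14. The stretch at 376001 to 377000 overlaps an rRNA gene that had no reads in either library. The stretch at 2238001 to 2239000 overlaps a tRNA gene, at 3.88 with ParB-YFP and 0.822 with FrzCD-GFP.

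The FrzCD-GFP bin at 164001 to 165000 owes its height to a site of 108 bp at 50% of its greatest depth, which reached 855 reads against a median of 10 reads within 2 kb. Coverage rose at 126 positions there, and the 10 most used held 37.6% of all rises. In simulated reads, all of the same length, such sites had 92.8% with few fragments and 19.7% with many. For reads of equal length the 37.6% would argue against about 10 fragments or fewer as the source of the whole depth. Trimmed reads can differ in length, which could spread the rises of a few fragments, and this was not simulated. Few fragments, and a larger number each read several times, both stay open. A width of 108 bp argues against binding to the sheared fragments of 0.3 to 0.5 kb that the methods describe, which would spread reads more widely. The coverage counts reads and not whole fragments, and sheared fragments were not simulated, so the width does not settle the question. ParB-YFP coverage at the site was 2.55 times that around it. A candidate explanation that stays open is DNA from another source that matches this short piece of the chromosome, which was not tested because no genome sequence was used here.

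Narrow sites were also found with ParB-YFP, 5 of them outside the surroundings of *parS*, at 3117133, 1043080, 7642545, 4582333 and 2270705. At 4 of them the width was 104 to 178 bp, which argues against binding to the sheared fragments there in the same way as for the FrzCD-GFP site, and at the last it was 483 bp, over *tadA* and 2 tRNA genes, which were at 7.20 and 5.66 with ParB-YFP, where tRNA genes had a median of 3.27. The 10 most used positions held a median of 18.8% of the rises in coverage (9.66% to 22.8%). Simulated sites, with reads all of the same length, had 89.1% with few fragments and 15.6% with many. For such reads the 18.8% would argue against about 10 fragments or fewer at each site. Reads of differing length were not simulated, so the number of fragments is not settled. At the 4 narrower sites FrzCD-GFP coverage was at most 1.25 times that around them, which argues against a feature of both libraries, while at *tadA* it was 2.15 times. At *tadA*, ParB binding and the higher coverage of tRNA genes in this library stay open, as does DNA from another source at the other sites, and none was tested.

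The third pattern is the unevenness that both libraries share. Their correlation of 0.820 argues against counting noise, which is independent between libraries. At *parS*, FrzCD-GFP coverage was 0.140% of that of ParB-YFP, which argues against ParB-YFP reads passing into the FrzCD-GFP library as the source. After division by the running median of the 100 kb on each side the correlation was 0.733 (0.701 to 0.760), which argues against a broad trend along the chromosome as the whole cause. Without the bins of translation, respiration and RNA genes the correlation was 0.816. These genes lie in few bins, with ribosomal protein or RNA polymerase genes in 62 of 9139. Leaving them out could therefore change the correlation little, whatever its source. ParB-YFP coverage rose with that of FrzCD-GFP at a slope of 0.827 (0.785 to 0.870, both on the log scale, 9013 bins). This slope restates the correlation of the libraries, so it was not a separate test. The *parB-yfp* strain does not carry FrzCD-GFP, so binding of FrzCD-GFP alone cannot be the source of the pattern in both libraries. Whether each fusion brings down the same regions by its own binding was not tested. GC content and DNA that the antibodies bring down without the fusion stay open and were not tested.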

How the results depend on the processing

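Of 101 recomputed values for the planned results, 65 stayed within the interval of the main value (for counts within 1.5 times it, for percentiles on the same side of the outermost 2.5% at either end) and 36 moved beyond it, and where not stated the cause was not tested. Among these, 27 alternatives were chosen after seeing the data. For gene groups of 7 measured members or fewer, planned or chosen later, the interval of the median ran from the lowest to the highest member. Staying within so wide an interval says little about how stable the medians of these groups are. The fold at *parS* with ParB-YFP was 410 on the mean of all bins, 529 on the median of bins 20 to 200 kb away, 320 in a 10-kb window and 732 at its highest position. With FrzCD-GFP it was 1.47 in the 10-kb window and 3.38 at the highest position. A threshold of 2 gave 693 bins with ParB-YFP and 374 with FrzCD-GFP, and one of 5 gave 37 and 1. Bins of 0.5 kb gave 389 and 112 at 3 times the median, and bins of 5 kb gave 31 and 9, of which there are fewer by construction. For FrzCD-GFP the running median gave 24 bins, and, added later, division by ParB-YFP gave 8 and leaving out bins of ribosomal protein or RNA polymerase genes gave 31. The coefficient of variation with FrzCD-GFP was 0.368 without bins holding an empty position and 0.362 after the running median. With ParB-YFP it was 0.470 in bins of 5 kb and 0.468 after the running median. The variance to mean ratio was 124.8 in bins of 5 kb, 24.0 without bins holding an empty position and 19.2 after the running median. The correlation of the libraries was 0.767 as Pearson's r, 0.870 in bins of 5 kb and, added later, 0.733 after the running median. Taking the median coverage over each gene gave 2.34 for the 2 measured rRNA genes with ParB-YFP, 0 for them with FrzCD-GFP and 0.563 for the mobile element genes with FrzCD-GFP. Lists without matching gave percentiles of 97.6 for rRNA genes with ParB-YFP, 99.2 for tRNA genes with FrzCD-GFP and 4.45 for mobile element genes with FrzCD-GFP. Added later, lists moved as a whole along the gene order gave 97.6 for rRNA genes with ParB-YFP and 9.01 for mobile element genes with FrzCD-GFP, and 1 value per run of neighbouring genes gave a median of 1.77 for the ribosomal protein genes with FrzCD-GFP. The ratio of origin to terminus coverage stayed within its interval under every alternative tried. For gene groups chosen later, 28 of 30 values stayed, and with FrzCD-GFP the percentile moved to 93.7 for ATP synthase genes in moved lists and to 0.450 for CRISPR-associated genes in unmatched lists. Correlations with GC content, the GC correction, matching on GC and the *parS* motif search were not run, because no genome sequence was used here. No paired analysis was possible because each strain has 1 library and no test was made. A median FrzCD-GFP bin held 140 reads, and reads placed at random in the number of this library gave a coefficient of variation of 0.0809, so counting error is small beside the 0.445 found. Error between cultures was not measured, and an input or untagged control was not used here.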

Differences from the paper's values

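The paper's boundaries of the region enriched with ParB-YFP, 9,109 and 9,110 kb, are those of the highest 1-kb bin here. In its text the paper states that FrzCD-GFP gave no enrichment, without naming a threshold. Here 50 FrzCD-GFP bins were at 3 times the median or more, 49 of them with a relative coverage of 2 or more in ParB-YFP as well, and 90.1% of bins lay within 2-fold of the median. At the *parS* region FrzCD-GFP was at 1.85 times the median against 625 with ParB-YFP. The S5 Fig legend names the *parS* region as the enrichment with ParB-YFP. Here 179 ParB-YFP bins were at 3 times the median or more, 151 of them more than 50 kb from the highest bin. Of these 151 bins, 103 had a relative coverage of 2 or more in FrzCD-GFP as well. The highest, at 13.8, holds a site of 178 bp, narrower than the sheared fragments.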

Other observations

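The NADH dehydrogenase, ATP synthase, CRISPR-associated and type VI secretion groups and the moves along the gene order were chosen after values were seen. Percentiles are given first among matched lists and then among lists moved as a whole along the gene order. The 5 *nuo* genes of the respiratory NADH dehydrogenase had a median relative coverage of 2.97 with ParB-YFP and 2.96 with FrzCD-GFP, with every gene at 2 or more in both libraries (percentiles 99.98 and 98.5 with ParB-YFP, 100 and 99.3 with FrzCD-GFP). The 6 *atp* genes of ATP synthase were at 2.50 and 1.54, from 2.23 at *atpH* to 2.82 at *atpB* with ParB-YFP (percentiles 100 and 99.7 with ParB-YFP, 99.96 and 93.7 with FrzCD-GFP). The 13 genes of CRISPR-associated proteins were at 0.544 and 0.719 (percentiles 0 and 0.585 with ParB-YFP, 2.94 and 8.35 with FrzCD-GFP, where unmatched lists gave 0.450). The 13 *tss* genes of type VI secretion, at 1.13 and 1.17, did not stand apart from the lists (percentiles 10.2 and 58.8 with ParB-YFP, 12.8 and 66.7 with FrzCD-GFP). The ribosomal protein genes had 3.56 with ParB-YFP, with 47 of 54 genes at 2 or more, and the gliding motility genes had 1.88.

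The *mxc* genes of myxochelin, a siderophore with which the cell takes up iron, stood apart between the libraries. With FrzCD-GFP *mxcK* was at 2.92, *mxcG* at 2.50 and *mxcL* at 2.40, and with ParB-YFP they were at 0.835, 0.749 and 0.837. The FrzCD-GFP bins were at 2 or more over 14 kb, from 4337001 to 4351000, with a mean of 2.53, where ParB-YFP had a mean of 0.848. *mxcH*, which lies elsewhere, was at 1.20 with FrzCD-GFP and 0.591 with ParB-YFP. The edges of this stretch and the genes named in it were chosen after their values were seen. With 1 library per strain a difference between cultures was not tested. The labels and the paper's strain table differ on the background of the *frzCD-gfp* strain. A difference between strain backgrounds therefore cannot be told apart from one between the fusions.

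The group of mobile element genes left 3 measured members, with medians of 0.833 with ParB-YFP and 0.628 with FrzCD-GFP, and the 2 measured rRNA genes, both *rrf*, had medians of 2.75 and 0.247. With FrzCD-GFP, 76.1% of the positions of these 2 repeated genes had no reads, against 0% with ParB-YFP, so their low value rests on mostly empty genes. The mobile element genes lay at percentiles 5.71 with ParB-YFP and 0.860 with FrzCD-GFP among matched lists, at 22.5 and 4.45 among unmatched ones and at 27.6 and 9.01 among moved ones, so their place at the low end with FrzCD-GFP depended on the matching. The rRNA genes lay at 95.8 and 0.010 among matched lists and at 97.6 and 0.0272 among moved ones.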
